# IQGAP3 Is an Important Mediator of Skin Inflammatory Diseases

**DOI:** 10.3390/ijms25084545

**Published:** 2024-04-21

**Authors:** Alena Zolotarenko, Sergey Bruskin

**Keywords:** keratinocytes, IQGAP3, RNAseq, inflammation, psoriasis, pathway analysis, proliferation

## Abstract

IQGAP3 (IQ Motif Containing GTPase Activating Protein 3) is member of the IQGAP family of scaffold proteins, which are essential for assembling multiprotein complexes that coordinate various intracellular signaling pathways. Previous research has shown that *IQGAP3* is overexpressed in psoriatic skin lesions. Given its involvement in processes like cell proliferation and chemokine signaling, we sought to explore its molecular role in driving the psoriatic phenotype of keratinocytes. By conducting transcriptome profiling of HaCaT keratinocytes, we identified numerous psoriasis-associated pathways that were affected when *IQGAP3* was knocked down. These included alterations in NFkB signaling, EGFR signaling, activation of p38/MAPK and ERK1/ERK2, lipid metabolism, cytokine production, and the response to inflammatory cytokine stimulation. Real-time analysis further revealed changes in cell growth dynamics, including proliferation and wound healing. The balance between cell proliferation and apoptosis was altered, as were skin barrier functions and the production of IL-6 and IFNγ. Despite these significant findings, the diversity of the alterations observed in the knockdown cells led us to conclude that IQGAP3 may not be the best target for the therapeutic inhibition to normalize the phenotype of keratinocytes in psoriasis.

## 1. Introduction

Psoriasis is a common inflammatory skin condition involving complex interactions between immune and skin cells. In psoriatic skin, abnormal proliferation of keratinocytes and production of inflammatory cytokines attract activated lymphocytes, leading to the development of characteristic hyperkeratotic lesions called psoriatic plaques. Keratinocytes in plaques produce antimicrobial peptides, cytokines, and chemokines, which can promote their own proliferation and attract additional immune cells. These cytokines, including IL-17, IL-12, IL-22, IL-23, TNFα, and IFNγ, play a key role in the development and maintenance of psoriatic plaques [1]. Over 80 psoriasis susceptibility loci have been identified, indicating a complex genetic basis for the disease [2]. Understanding the inflammatory pathways involved in psoriasis has led to the development of targeted therapies, such as monoclonal antibodies and small molecules, which can inhibit specific immune cell activation or inflammatory pathways. However, the varied response to treatment among patients highlights the need for further investigation into these pathways for the development of personalized treatment approaches [3].

In general, the main target classes of marketed drugs include G protein-coupled receptors (GPCRs), ion channels, kinases and nuclear receptors [4]. Binding of a ligand to a receptor initiates a cascade of reactions mediated by kinases and scaffold proteins, leading to the activation of transcription factors and the expression of the effector target genes. Many of the inflammatory pathways active in psoriasis and triggered by different ligands are mediated by the same kinases or scaffold proteins. For instance, more than 50 cytokines signal via the JAK/STAT pathway to orchestrate inflammation and control the immune response [5] Targeting these key molecules connecting different molecular pathways may offer potential therapeutic strategies to normalize the abnormal characteristics of psoriatic skin cells. Scaffold proteins, although less studied than kinases, seem to be promising candidates for solving this issue. Scaffold proteins play crucial roles in coordinating cellular signaling by facilitating the interactions between signaling proteins or regulating their localization within a cell. In some cases, scaffold proteins can be directly regulated themselves, influencing the activation or inhibition of signaling pathways. Altering the activity of scaffold proteins through the changes in their conformation or localization as well as using small interfering peptides have been shown to be a promising therapeutic strategy in a number of studies [6].

The IQGAP family of scaffold proteins mediate various signaling pathways, including EGFR and WNT pathways, CXCR2 and CXCR4 signaling, IFN and NFkB signaling, the cascades of cytoskeletal organization, cell adhesion and migration [7,8] Most of the aforementioned pathways play roles in the development of psoriatic plaques. Additionally, a hallmark of psoriasis is hyperkeratosis arising due to the hyperproliferation of keratinocytes, and different researchers have shown partial knockdown of IQGAP proteins to decrease the growth and proliferation rates and migration capacity of various types of cells—skin cells [9], liver cells [10], mammary gland cells [11], neurons [12] and other types. Previously, we have found *IQGAP3* to be the only member of this family overexpressed in lesional psoriatic skin [13], and Monteleon and colleagues have found IQGAP3 to be a promising target for skin cancer. This suggests that IQGAP3 knockdown in the skin can be a promising strategy for correcting the excessive proliferation of keratinocytes in psoriasis.

This research aims to investigate the role of IQGAP3 in the development of the psoriatic phenotype in keratinocytes and to explore its potential as a therapeutic target for psoriasis treatment.

## 2. Results

### 2.1. IQGAP3 Knockdown in Keratinocytes

To knock down *IQGAP3* in keratinocytes, we developed a keratinocyte cell line called HaCaT_sh by lentivirally transducing with an shRNA-coding vector, pEZ_Tet_pLKO_puro. Initially, we tested several shRNAs from the literature via transient transfection to ensure they did not exhibit off-target activity. Through transient transfection experiments (Figure S1 in the Supplementary File S1), we identified the most effective shRNA for knockdown. Subsequently, we designed corresponding shRNA oligos, cloned into the pEZ_Tet_pLKO_puro_sh vector, and generated lentiviral particles. These particles were then used to transduce HaCaT keratinocytes, and stable clones were selected using puromycin. The expression of the target gene was evaluated in these stable clones. In comparison to control cells (HaCaT_ctrl), which were transduced with a scrambled shRNA vector, *IQGAP3*-depleted cells showed only approximately 35% of the *IQGAP3* mRNA level (Figure 1a). Western blot analysis confirmed the knockdown (Figure 1b). Additionally, considering the high homology between *IQGAP1* and *IQGAP3*, we also examined the expression of *IQGAP1*. qPCR analysis indicated no significant change in *IQGAP1* expression in the knockdown cells (Figure 1a).

### 2.2. The Knockdown of IQGAP3 Significantly Alters the Growth Dynamics of Cells

To assess the impact of the knockdown on the proliferative characteristics and migratory capacity of HaCaT keratinocytes, we employed a real-time evaluation system called xCelligence by Agilent. This technology relies on measuring the electrical impedance resulting from the interaction of a cell’s plasma membrane with a golden electrode at the bottom of the well. Consequently, it enables the dynamic assessment of cell behavior in response to various stimuli or physical influences.

Initially, we focused on evaluating the early stages of cell cultivation, including adhesion, spreading, and proliferation. Our analysis over a 60-h period revealed that adhesion and spreading (observed within the first 5 h, as depicted in Figure 2a) did not exhibit significant differences between the two cell lines. However, HaCaT_ctrl cells displayed notably faster proliferation and expansion across the culture surface compared to HaCaT_sh cells during the initial stages of culture (Figure 2a).

Extended cell cultivation (Figure 2b) revealed that inhibiting *IQGAP3* led to slower rates of cell proliferation. This was evidenced by a delayed and lower plateau on the growth curve, with the plateau occurring at 75 h compared to 70 h for the control cells.

To evaluate the impact of *IQGAP3* knockdown on wound healing, we conducted a monolayer wound assay at the 95-h time point. The growth curve showed no significant differences in the speed of wound healing or in the dynamics of cell culture aging (Figure 2b, time point 100 h and later).

### 2.3. Knocking down IQGAP3 Reduces the Effect of Pro-Inflammatory Cytokine Stimulation

Subsequent analysis (Figure 3) revealed the impact of the *IQGAP3* knockdown on cellular response to cytokine treatment. The suppression of *IQGAP3* under the pro-inflammatory milieu notably altered the growth dynamics of cells. In control cells, wound healing was accelerated, and the addition of cytokines (IL-17 at 100 ng/mL, TNFα at 25 ng/mL, and IFNγ at 20 ng/mL) stimulated their proliferation, resulting in a denser monolayer. This stimulation was depicted as a bell-shaped curve on the cell density graph, with the peak density occurring at 155 h (60 h post-scratching). Conversely, in HaCaT_sh cells, cytokine treatment failed to elicit a similar stimulatory effect. This suggests that *IQGAP3* knockdown nearly completely inhibited the stimulatory effect induced by the inflammatory cytokines TNFα, IFNγ, and IL-17.

In summary, the inhibition of *IQGAP3* resulted in a notable reduction in the rate of cell proliferation. Furthermore, it nearly completely suppressed the growth-stimulating effects induced by the pro-inflammatory cytokines.

### 2.4. RNA Sequencing Analysis Unveils the Pathways Affected by IQGAP3 Knockdown

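Human keratinocytes of the immortalized line HaCaT carried a doxycycline-inducible small hairpin RNA against IQGAP3 (HaCaT_sh) or a scrambled one (HaCaT_ctrl), and both lines were grown with doxycycline and with or without the cytokine mix. For RNA sequencing, the paper describes doxycycline (1000 ng/mL) added 4 h after seeding, and 24 h later fresh medium with doxycycline, IL-17 (100 ng/mL), TNFα (25 ng/mL) and IFNγ (20 ng/mL) for 72 h. The deposited data hold 12 libraries in 4 groups of 3: HaCaT_ctrl, HaCaT_sh, HaCaT_ctrl+cyto and HaCaT_sh+cyto. Strand-specific libraries (NEBNext Ultra II Directional) were read as pairs on an Illumina HiSeq instrument. The authors trimmed the reads with Cutadapt and mapped them with STAR to the human genome hg19 with its Gencode annotation. The program that counted reads per gene, its strand setting and the tool versions are not given in the sources used here. The deposited counts cover 57370 genes. The total count per library ranged from 13982913 to 16999594 (median 15855853) in HaCaT_ctrl and from 15672120 to 16972732 (median 16329198) in HaCaT_sh. With cytokines it ranged from 16096471 to 17308021 (median 16281785) in HaCaT_ctrl and from 13079055 to 17135245 (median 16064747) in HaCaT_sh. Each comparison was tested here with edgeR's quasi-likelihood test on these counts, scaled by TMM, over the genes with at least 1 CPM (counts scaled to the total of the library) in at least 50% of the libraries compared. A gene was called with an adjusted p (Benjamini-Hochberg) below 0.01 and at least a 2-fold change, as in the paper. The paper's text names edgeR and these thresholds, but not which of its tests. Adjusted p-values of genes come from this test, and CPM values are given as mean ± SD of 3 libraries. Replicates of a group correlated with r between 0.987 and 0.996 over log2 CPM across genes, which are not independent replicates. Principal component 1 held 83.5% of the variance and separated the libraries with cytokines from those without, and component 2 held 10.0%. No replicate term was used. The groups are named by their deposited labels throughout.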

We conducted RNA sequencing (RNAseq) of both HaCaT_sh and HaCaT_ctrl cell lines, with and without cytokine stimulation, to elucidate the molecular mechanisms underlying the observed growth alterations and response to cytokines (see Figure 4, the complete list of differentially expressed genes (DEGs) can be found in the Supplementary File S2). The knockdown of *IQGAP3* resulted in significant differential expression (fold change ≥ 2, FDR < 0.01) of 1231 genes, with 529 upregulated and 702 downregulated genes (Sh vs. Ctrl).

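IQGAP3, the scaffold protein targeted by the hairpin, was measured at 74.2 ± 3.52 CPM in the libraries labelled HaCaT_ctrl and at 105 ± 9.01 CPM in those labelled HaCaT_sh. The 3 HaCaT_sh libraries lay at 115, 101 and 98.2 CPM and the 3 HaCaT_ctrl libraries at 75.0, 70.4 and 77.3 CPM, so that each HaCaT_sh library was above each HaCaT_ctrl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change of IQGAP3 was 0.50 (standard error 0.0612, adjusted p = 4.68e-06) by edgeR, under the 2-fold threshold. Its paralog IQGAP1, which may share reads with it, was at 561 ± 15.6 CPM and 521 ± 6.00 CPM, a log2 fold change of -0.10 (standard error 0.0413, adjusted p = 0.0377). By the paper's qPCR and Western blot, IQGAP3 was lower in HaCaT_sh (Fig. 1), and directions below follow the deposited labels. Of 13719 genes tested, 521 were higher and 696 lower in HaCaT_sh. Among the largest decreases were CRISP3, a secreted cysteine-rich protein, with 10.1 ± 0.495 CPM in HaCaT_ctrl and 0.118 ± 0.0622 CPM in HaCaT_sh (log2 fold change -6.34, adjusted p = 5.17e-11), and PI3, the elastase inhibitor elafin, with 14.0 ± 0.769 and 0.546 ± 0.168 CPM. MYO5C, a class V myosin, had a log2 fold change of -4.46 (standard error 0.17, adjusted p = 5.25e-11), and NPTXR, a pentraxin receptor, one of -4.87 (standard error 0.19, adjusted p = 4.28e-11). Among the largest increases were GSTM3, a glutathione transferase, with 0.219 ± 0.142 CPM in HaCaT_ctrl and 8.84 ± 1.42 CPM in HaCaT_sh (log2 fold change 5.31, adjusted p = 1.17e-09), and NNMT, nicotinamide N-methyltransferase, with a log2 fold change of 4.60 (standard error 0.26, adjusted p = 1.63e-09). ZNF813, a zinc finger protein, had no count in HaCaT_ctrl and was at least 96.3-fold higher in HaCaT_sh, taking 3 counts over the group as the floor (adjusted p = 2.52e-09). TMPRSS15, the protease enteropeptidase, was at least 94.1-fold higher by the same floor (adjusted p = 5.49e-09). Floors and intervals cover counting error only.

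**Figure D1:**
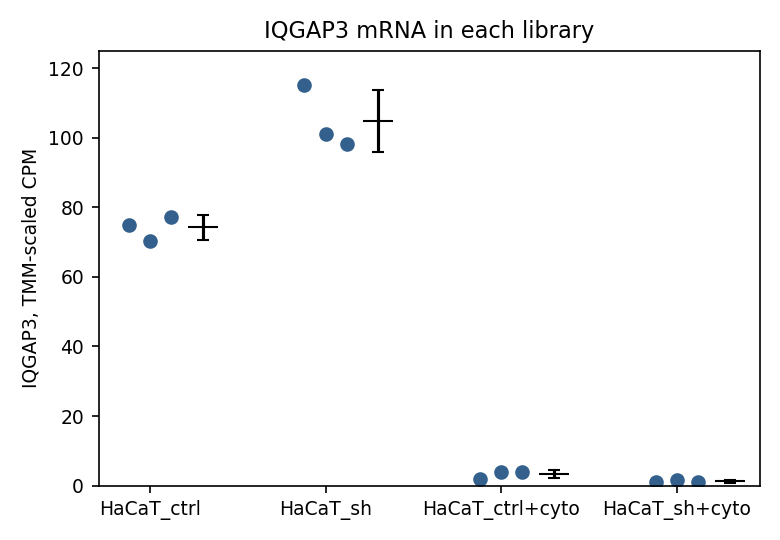
CPM of IQGAP3 (TMM-scaled, vertical axis) in each of the 12 libraries, by group (horizontal axis). Points are single libraries and the bars beside them are the mean and SD of 3 libraries. The HaCaT_sh libraries lie between 98.2 and 115 CPM, above the HaCaT_ctrl libraries, and the groups with cytokines have means of 3.31 and 1.24 CPM.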

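Genes of keratinocyte differentiation and of cell contacts were among those that differed between the libraries labelled HaCaT_sh and HaCaT_ctrl without cytokines. SPRR3, a small proline-rich protein of the cornified envelope, was measured at 15.0 ± 0.624 CPM in HaCaT_ctrl and 2.40 ± 0.522 CPM in HaCaT_sh (log2 fold change -2.64, adjusted p = 5.84e-10). KRT1, a keratin of suprabasal cells (-2.15, adjusted p = 5.93e-08), CASP14, a protease of cornification (-3.64, adjusted p = 9.87e-07), and SPRR2A, which may share reads with its close paralogs (-1.79, adjusted p = 7.47e-06), were lower as well. TGM5, a transglutaminase that cross-links the envelope, was higher with a log2 fold change of 2.01 (standard error 0.22, adjusted p = 1.43e-06). Of 26 tested genes of differentiation and the cornified envelope, these 4 were lower and 1 higher (4 and 1 adjusted over the list alone), and without HaCaT_sh replicate 3 another gene was higher, 2 in all. Among 11 desmosome genes, 1 fell, the desmosomal cadherin DSG4 (-1.89, adjusted p = 1.51e-08; 1 adjusted over the list alone), and the other 10 did not pass. ESAM, an adhesion molecule of tight junctions, fell (-1.91, adjusted p = 2.57e-04) as 1 of 21 tight junction genes (1 adjusted over the list alone). Among 14 markers of epithelial-mesenchymal transition, 3 were lower, which were the protease MMP2 (-1.14, adjusted p = 8.78e-10), the calcium-binding S100A4 (-1.30, adjusted p = 1.17e-09) and N-cadherin, CDH2 (-1.60, adjusted p = 3.46e-05). Fibronectin, FN1, was higher in that list with 1.01 (standard error 0.21, adjusted p = 6.00e-04) (1 higher and 3 lower adjusted over the list alone; by library size alone 0 higher). edgeR called 0 of 18 basal keratinocyte genes, 0 of 15 integrins and 0 of 23 genes of integrin signalling, as did edgeR's likelihood ratio and exact tests, DESeq2 and limma-voom, while 1 basal gene was lower without HaCaT_sh replicate 1 and by library size alone, and 1 integrin was higher without HaCaT_sh replicate 2. At an unadjusted p under 0.05, 10 basal genes were higher and 4 lower, as were 6 and 6 integrins and 7 and 9 genes of integrin signalling. Leaving out a library ended the call of FN1 (0.69 to 0.98, adjusted p = 2.50e-04 to 9.89e-04, without HaCaT_ctrl replicate 2 or HaCaT_sh replicates 1 or 3) and moved the log2 fold changes of CASP14 (-4.44, adjusted p = 4.96e-06, without HaCaT_sh replicate 2) and ESAM (-2.59, adjusted p = 9.84e-05, without HaCaT_sh replicate 2).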

Gene ontology enrichment analysis (FDR < 0.05, the full list of gene ontology terms can be found in the Supplementary File S2) revealed that *IQGAP3* knockdown affected various biological pathways, including skin development, epithelial cell differentiation, cell adhesion, migration, and kinase signaling. 

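Of 19 tested genes of psoriasis-associated antimicrobial proteins and alarmins, 7 were higher and 4 lower in the libraries labelled HaCaT_sh (7 and 4 adjusted over the list alone). The protease inhibitors SERPINB3 (log2 fold change 2.23, adjusted p = 1.32e-10) and SERPINB4 (2.54, adjusted p = 1.81e-10), which may share reads, and SERPINB1 (1.46, adjusted p = 1.53e-08) were among the higher genes. In the response to interferon gamma, 5 of 34 genes were higher and the other 29 did not pass (5 adjusted over the list alone). These were GBP1 (1.48, adjusted p = 7.76e-09) and GBP2 (1.24, adjusted p = 3.55e-07), guanylate-binding proteins, the tryptophanyl-tRNA synthetase WARS1 (1.06, adjusted p = 3.16e-09), the signalling inhibitor SOCS3 (1.20, adjusted p = 1.17e-06) and the checkpoint ligand CD274 (1.09, adjusted p = 3.06e-04). As a list they were higher than other genes (camera adjusted p = 3.83e-06, and adjusted p = 0.592 with an estimated correlation), with a median of 0.50. ISG20, an exonuclease, fell (-1.13, adjusted p = 1.60e-04) as 1 of 29 genes of the type I interferon response (1 adjusted over the list alone), where 1 without HaCaT_ctrl replicate 3 or HaCaT_sh replicates 1 or 2 was higher. For cell division, edgeR called 0 of 36 G2/M and spindle genes, and so did its likelihood ratio and exact tests, DESeq2 and limma-voom. At an unadjusted p under 0.05, 25 were higher and 2 lower, and the list median was 0.27 on the log2 scale (camera adjusted p = 0.00152, and adjusted p = 0.759 with an estimated correlation). The kinetochore gene NDC80 had 0.85 and the kinase AURKB 0.79. Of 36 genes of DNA replication, 1 rose, the licensing factor CDT1 (1.41, adjusted p = 1.63e-09), and 2 fell, among them cyclin E1, CCNE1 (-1.40, adjusted p = 7.81e-06; 1 and 2 adjusted over the list alone), and the lower count was 1 without HaCaT_ctrl replicate 3 or HaCaT_sh replicate 3. Among 33 ERK targets and feedback regulators, the receptor EPHA4 (-1.24, adjusted p = 1.09e-08) and the phosphatase DUSP4 (-1.07, adjusted p = 8.07e-07) were lower and the transcription factor ETV4 higher (1.17, adjusted p = 4.28e-07; 1 and 2 adjusted over the list alone). In the p38 and JNK pathway, 1 of 28 genes was higher, GADD45A (1.26, adjusted p = 1.22e-09), a stress sensor, and 2 were lower, its relative GADD45G (-1.51, adjusted p = 2.48e-04) and the phosphatase DUSP8 (-1.19, adjusted p = 2.26e-04; 1 and 2 adjusted over the list alone). PIK3R3 (-1.52, adjusted p = 7.52e-11), a regulatory subunit of PI3 kinase, was among the 2 of 20 PI3K and AKT genes that fell (2 adjusted over the list alone), a count that was 1 without HaCaT_sh replicate 1. Without HaCaT_sh replicate 3, 3 genes of the interferon gamma response passed, and leaving out a library ended the calls of WARS1 (0.97, adjusted p = 1.76e-11, without HaCaT_sh replicate 3), CD274 (0.98 to 1.00, adjusted p = 0.00153 to 0.00190, without HaCaT_ctrl replicate 2 or HaCaT_sh replicate 3), ISG20 (-0.99, adjusted p = 0.00161, without HaCaT_sh replicate 2) and DUSP4 (-0.98, adjusted p = 3.69e-07, without HaCaT_sh replicate 1).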

Downregulated genes were enriched in pathways related to proliferation, keratinocyte differentiation, epidermis development, cell adhesion, inflammation, immune response cascades, and MAPK, JNK, and ERK-kinase signaling. These genes were associated with molecular functions such as calcium ion binding, heparin and cadherin binding, MHC class II signaling, signal transduction from pattern recognition and RAGE receptors, and regulation of calcium channels. On the other hand, genes overexpressed under *IQGAP3* knockdown were involved in IkB/NF-kB signaling, pro-inflammatory activation, biosynthesis of IL-6 and NO, activation of calcium transport, cell adhesion, extracellular matrix organization, and lipid metabolism. 

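Genes of MHC class II, which present antigen, were lower in HaCaT_sh for 4 of the 9 tested, and the other 5 did not pass (4 adjusted over the list alone). HLA-DRA was measured at 12.0 ± 1.84 CPM in HaCaT_ctrl and 3.36 ± 0.438 CPM in HaCaT_sh, a log2 fold change of -1.84 (standard error 0.15, adjusted p = 5.33e-08). HLA-DRB1 (-1.53, adjusted p = 3.81e-07) and HLA-DRB5 (-2.37, adjusted p = 6.83e-08), which may share reads, and the invariant chain CD74 (-1.17, adjusted p = 2.66e-06) were lower too, and the list was lower than other genes (camera adjusted p = 0.00322, and adjusted p = 0.592 with an estimated correlation). Of 22 genes of calcium channels and transport, 5 fell and the other 17 did not pass (5 adjusted over the list alone; 1 without HaCaT_ctrl replicate 2 was higher). They were the release channel RYR1 (-1.67, adjusted p = 7.06e-10), the entry channel TRPC4 (-4.71, adjusted p = 2.16e-08), CACNB4, a subunit of voltage-gated channels (-3.11, adjusted p = 4.13e-08), ORAI2 (-1.14, adjusted p = 4.83e-08), and ATP2A3, a calcium pump (-1.71, adjusted p = 5.34e-04). The calcium-binding S100 proteins, of which some bind the receptor RAGE, gave 3 lower genes of 13 tested and 1 higher (3 and 1 adjusted over the list alone). S100A7 (-1.33, adjusted p = 1.15e-07), whose reads may be shared with close copies, was lower, as were S100A4 and S100A8, and S100P was higher (1.26, adjusted p = 6.02e-11). Of 22 genes of Toll-like receptor signalling, 4 were lower and 1 higher (4 and 1 adjusted over the list alone). Lower were the receptors TLR2 (-1.80, adjusted p = 3.30e-07) and TLR4 (-1.09, adjusted p = 3.20e-05) and the signalling proteins IKBKE (-1.35, adjusted p = 7.26e-10) and IRAK2 (adjusted p = 6.80e-06), and CD14, which binds lipopolysaccharide, was higher (2.79, adjusted p = 1.72e-05). Among 25 cadherins and protocadherins, 6 were lower and 2 higher (6 and 2 adjusted over the list alone). CDH4, R-cadherin (-3.04, adjusted p = 6.13e-10), and CDH18 (-2.55, adjusted p = 7.01e-07) fell, and so did PCDHGB4 (adjusted p = 7.01e-09) and PCDHGA11 (-4.68, adjusted p = 2.03e-08), whose exons overlap with those of other genes of their cluster. The higher cadherins were 1 instead of 2 without HaCaT_sh replicate 2, and calls or values moved for CD74 (-0.96, adjusted p = 8.87e-09, without HaCaT_sh replicate 1), TLR4 (-0.99, adjusted p = 2.06e-04, without HaCaT_ctrl replicate 2) and PCDHGA11 (-5.30, adjusted p = 5.53e-07, without HaCaT_sh replicate 2). IRAK2 and PCDHGB4 had 3 counts over the HaCaT_sh group, too few for a fold.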

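The cytokine interleukin 1 beta, IL1B, was at 1.66 ± 0.648 CPM in HaCaT_ctrl and 8.83 ± 0.932 CPM in HaCaT_sh, a log2 fold change of 2.39 (standard error 0.19, adjusted p = 7.21e-08). IL1A, another agonist of the IL-1 receptor, had 2.31 (standard error 0.26, adjusted p = 2.12e-06). Together with the chemokine CXCL8 (1.08, adjusted p = 0.00682), these were the 3 of 31 NF-kB targets that were higher, and the chemokine CXCL1 was lower (-1.04, adjusted p = 2.94e-04; 3 and 1 adjusted over the list alone). Of 16 interleukins and other secreted cytokines, 4 were higher, with IL36RN (1.38, adjusted p = 4.96e-06), an antagonist of IL-36, and IL32 (1.37, adjusted p = 6.05e-05) beside the IL-1 genes, and TNFSF15 was lower (-1.37, adjusted p = 5.33e-08; 4 and 1 adjusted over the list alone). IL6 itself did not pass the CPM filter in any comparison and was not tested. For nitric oxide, 2 of 8 genes were higher and the other 6 did not pass (2 adjusted over the list alone), which were the synthase NOS1 (1.25, adjusted p = 2.42e-05) and the arginase ARG2 (2.13, adjusted p = 3.57e-06). Of 33 genes of fatty acid synthesis, oxidation and storage, 6 were higher and the other 27 did not pass (6 adjusted over the list alone). They included the synthase FASN (1.88, adjusted p = 4.02e-09), the desaturase SCD (1.48, adjusted p = 7.42e-09), their regulator SREBF1 (1.44, adjusted p = 5.39e-10) and the malic enzyme ME1 (1.13, adjusted p = 2.12e-08). In cholesterol synthesis and uptake, 3 of 25 genes were higher (3 adjusted over the list alone), among them INSIG1, a brake on synthesis (1.63, adjusted p = 4.35e-08). Extracellular matrix genes went both ways, with 9 of 50 higher and 7 lower (9 and 7 adjusted over the list alone). Collagen COL18A1 (1.35, adjusted p = 6.90e-10) and laminin LAMA4 (2.63, adjusted p = 3.83e-09) were higher, and decorin, DCN, was lower (-2.94, adjusted p = 4.49e-10). The calls of the chemokines ended without single libraries, which gave CXCL8 (0.64 to 0.99, adjusted p = 0.0294 to 0.0408, without HaCaT_ctrl replicates 1 or 2 or HaCaT_sh replicate 1) and CXCL1 (-0.92 to -0.94, adjusted p = 0.00276 to 0.00305, without HaCaT_ctrl replicate 3 or HaCaT_sh replicate 2).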

Their proteins were found to bind metal ions, particularly calcium, lipopolysaccharides, proteases, and actin, and to regulate the activity of serine-threonine peptidases and to bind ligands to the IL1 receptor, participating in transcriptional regulation.

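KLK13, KLK11 and KLK5, serine proteases of the kallikrein family, which cleave cell contacts of the outer skin, were higher in HaCaT_sh. KLK13 was at 5.33 ± 1.01 CPM in HaCaT_ctrl and 52.8 ± 3.91 CPM in HaCaT_sh (log2 fold change 3.30, adjusted p = 5.80e-12), KLK11 had 1.64, adjusted p = 1.67e-10 and KLK5 had 1.18, adjusted p = 1.58e-09. In their list of 25 genes of barrier lipids and proteases, 6 were higher and 5 lower (6 and 5 adjusted over the list alone), and the lower ones included NIPAL4, a gene mutated in ichthyosis (-5.51, adjusted p = 6.47e-10). Of 10 ligands and receptors of the IL-1 family, 4 were higher and the other 6 did not pass (4 adjusted over the list alone), with IL1RL1, the receptor of IL-33 (1.89, adjusted p = 9.51e-05), beside IL1A, IL1B and IL36RN. In prostanoid metabolism, 4 of 19 genes were higher and 3 lower (4 and 3 adjusted over the list alone), with the cyclooxygenase PTGS1 (1.80, adjusted p = 4.28e-08) and the reductase PTGR1 (1.21, adjusted p = 3.69e-11) higher and the reductases AKR1C2 (-1.37, adjusted p = 1.22e-09) and AKR1C3 (-1.41, adjusted p = 3.29e-06), which may share reads, lower.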

### 2.5. IQGAP3-Mediated Pathways under Inflammatory Stimulation

Under cytokine stimulation, HaCaT_ctrl exhibited differential expression of 4968 genes (2038 upregulated and 2930 downregulated), while HaCaT_sh showed differential expression of 5206 genes (2108 upregulated and 3098 downregulated). 

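In both lines the cytokine mix raised some chemokines and other secreted proteins from levels near the floor and lowered some keratins. CXCL10, a chemokine of interferon responses, had no count in the unstimulated libraries of either line and was at least 331-fold higher with cytokines in HaCaT_ctrl and at least 1740-fold higher in HaCaT_sh, with 3 counts over a group as the floor. ESM1, a secreted proteoglycan, was at least 653-fold higher and at least 604-fold higher in the same way. IL1RL1 rose in HaCaT_ctrl from 0.592 ± 0.290 to 870 ± 122 CPM (log2 fold change 10.50, adjusted p = 2.63e-10), and in HaCaT_sh it had 8.68 (standard error 0.15, adjusted p = 3.73e-11). Granulocyte colony-stimulating factor, CSF3, was at least 321-fold higher in HaCaT_ctrl, and the chemokine CXCL11 was at least 483-fold higher in HaCaT_sh. KRT4, a keratin of mucosal epithelia, fell in HaCaT_ctrl from 1970 ± 29.4 to 1.63 ± 0.289 CPM (-10.20, adjusted p = 4.00e-11), and in HaCaT_sh it had -10.12 (standard error 0.15, adjusted p = 2.91e-11). The retinaldehyde dehydrogenase ALDH1A1 was at least 190-fold lower in HaCaT_ctrl, and the matrix proteoglycan DCN was at least 3140-fold lower in HaCaT_ctrl and at least 361-fold lower in HaCaT_sh. IQGAP3 fell as well, to 3.31 ± 1.23 CPM in HaCaT_ctrl+cyto (-4.44, adjusted p = 1.14e-08) and 1.24 ± 0.373 CPM in HaCaT_sh+cyto (-6.41, adjusted p = 1.32e-10 against HaCaT_sh). Of 13687 genes tested in HaCaT_ctrl, 2017 rose and 2890 fell with cytokines. For HaCaT_sh, Fig. 4 compares HaCaT_sh+cyto with HaCaT_ctrl, where 2096 of 13695 genes were higher and 3073 lower. Against HaCaT_sh, 2013 of 13480 genes rose and 2827 fell. The share of genes going up depended on the scaling, with 41.1%, 40.5% and 41.6% of the calls higher in these comparisons under TMM and 30.1%, 27.1% and 30.5% by library size alone. With library size alone the median log2 fold change of all genes was -0.24, -0.32 and -0.23. Genes encoded in the mitochondrial genome held 6.12 ± 0.312% of the counts in HaCaT_ctrl and 6.27 ± 0.350% in HaCaT_sh, and 2.16 ± 0.695% and 1.92 ± 0.130% with cytokines. Of 13 such genes, 10 were lower with cytokines in HaCaT_ctrl and 10 in HaCaT_sh, and the others did not pass (10 and 10 adjusted over the list alone; in HaCaT_sh camera adjusted p = 1.48e-05, and adjusted p = 0.471 with an estimated correlation).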

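Most of the genes that changed with cytokines in HaCaT_ctrl also differed between HaCaT_sh+cyto and HaCaT_ctrl, and nearly all of them in the same direction. Of 4907 and 5169 genes called, 4071 were in both sets, which is 83.0% of the genes called in HaCaT_ctrl. Among them 1575 were higher in both, 2486 lower in both and 10 went in opposite directions. Over the 13552 genes tested in both comparisons, independent sets would share 283 higher and 655 lower genes. The ERK target FOSL1, a subunit of the transcription factor AP-1, was among the shared higher genes, with 9.73 ± 0.833 CPM in HaCaT_ctrl, 573 ± 83.6 CPM in HaCaT_ctrl+cyto (log2 fold change 5.91, adjusted p = 3.33e-10) and 403 ± 40.9 CPM in HaCaT_sh+cyto (5.40, adjusted p = 7.33e-11). BPIFB1, a secreted protein of mucosal surfaces, was at least 1090-fold lower in HaCaT_sh+cyto than in HaCaT_ctrl, with the same floor of 3 counts over a group. GZMB, the protease granzyme B, was at least 354-fold higher there. The log2 fold changes of the pair of comparisons correlated with r = 0.938 over 13552 genes tested in both, across genes, which are not independent replicates. Both comparisons use the same HaCaT_ctrl libraries. In 10 simulated data sets with no true change, comparisons that shared a control group had a mean correlation of 0.499 with 0 genes called in both by edgeR. The simulated covariance of the log2 fold changes was 0.00679, and that of the data 2.88. With HaCaT_sh+cyto compared with HaCaT_sh, which shares no library with the comparison in HaCaT_ctrl, 3754 genes were called in both, 1537 higher in both, 2210 lower in both and 7 in opposite directions. The correlation was then 0.944.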

Notably, 4110 of the differentially expressed genes (DEGs) were common to both cell lines (see Figure 4b), and the full list of gene ontology (GO) enrichment for all groups can be found in the Supplementary File S2.

Overall, many cascades of inflammation, cell proliferation, and migration were similarly enriched in both cell lines. However, on average, the level of gene expression alterations under cytokine stimulation appeared to be less prominent in the knockdown cells, while the number of differentially expressed genes was slightly higher in the knockdown cells. 

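Many inflammatory genes rose with cytokines in both lines, and genes of cell division fell. Of 34 NF-kB targets, 18 rose and 4 fell in HaCaT_ctrl and 20 rose and 3 fell in HaCaT_sh (18 and 4, and 20 and 3, adjusted over the list alone). TNFAIP3, a brake on NF-kB that NF-kB itself induces, had a log2 fold change of 5.58 (standard error 0.0883, adjusted p = 1.42e-10) in HaCaT_ctrl and 5.92 (standard error 0.10, adjusted p = 2.91e-11) in HaCaT_sh, and the adhesion molecule ICAM1 had 4.18, adjusted p = 5.14e-09 in HaCaT_ctrl. In the interferon gamma response, 15 of 39 genes rose and 5 fell in HaCaT_ctrl, and 17 of 40 rose and 2 fell in HaCaT_sh (15 and 5, and 17 and 2, adjusted over the list alone; by library size alone 9 lower in HaCaT_ctrl; by library size alone 4 lower in HaCaT_sh), among them GBP5 (9.47, adjusted p = 2.53e-10, and 8.95, adjusted p = 2.35e-10). Interleukins and other secreted cytokines went up in 14 of 23 and 14 of 22 genes and down in 4 and 4 (14 and 4, and 14 and 4, adjusted over the list alone), with IL32 at 5.28, adjusted p = 3.24e-09 in HaCaT_ctrl and LIF at 4.31, adjusted p = 1.44e-10 in HaCaT_sh. The IL-1 family, with 9 of 13 and 9 of 13 genes up and 1 and 1 down (9 and 1, and 9 and 1, adjusted over the list alone; by library size alone 2 lower in HaCaT_ctrl; by library size alone 2 lower in HaCaT_sh), included IL1A (6.71, adjusted p = 8.32e-09, and 4.35, adjusted p = 2.68e-10), and the lower count in HaCaT_ctrl was 0 without HaCaT_ctrl+cyto replicate 1. Psoriasis-associated antimicrobial proteins and alarmins rose in 13 of 21 genes and fell in 4 in HaCaT_ctrl, and rose in 12 of 22 and fell in 5 in HaCaT_sh (13 and 4, and 12 and 5, adjusted over the list alone). The ribonuclease RNASE7 (4.66, adjusted p = 2.07e-09, and 5.98, adjusted p = 3.73e-11) and lipocalin LCN2 (4.34, adjusted p = 6.24e-09, and 4.30, adjusted p = 4.83e-11) were among the higher ones. All 36 of 36 G2/M and spindle genes were lower with cytokines in each line (36 and 36 adjusted over the list alone), with a median of -3.41 in HaCaT_ctrl and -4.39 in HaCaT_sh. The topoisomerase TOP2A had -5.07, adjusted p = 7.03e-10 and -5.97, adjusted p = 1.32e-10, and the cyclin-dependent kinase CDK1 had -5.40, adjusted p = 3.81e-11 in HaCaT_sh. Of 36 DNA replication genes, 10 fell and 1 rose in HaCaT_ctrl and 20 fell and 1 rose in HaCaT_sh (10 and 1, and 20 and 1, adjusted over the list alone). In the extracellular matrix, 26 of 50 genes fell and 9 rose in HaCaT_ctrl, and 22 of 48 fell and 12 rose in HaCaT_sh (26 and 9, and 22 and 12, adjusted over the list alone). The 3 tested markers of fibroblasts, DCN, LUM and COL1A1, are in this list and fell in both lines. Against other genes by camera, the G2/M list was lower in HaCaT_ctrl (adjusted p = 1.82e-30) and HaCaT_sh (adjusted p = 2.61e-50), and NF-kB targets were higher (adjusted p = 5.90e-05 and 8.50e-08). With an estimated correlation between genes these were adjusted p = 0.428, 0.361, 0.568 and 0.471. At that setting camera passed 0 of 216 list tests, so its results depend on the correlation taken between genes. The counts of called genes do not use that correlation. 

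**Figure D2:**
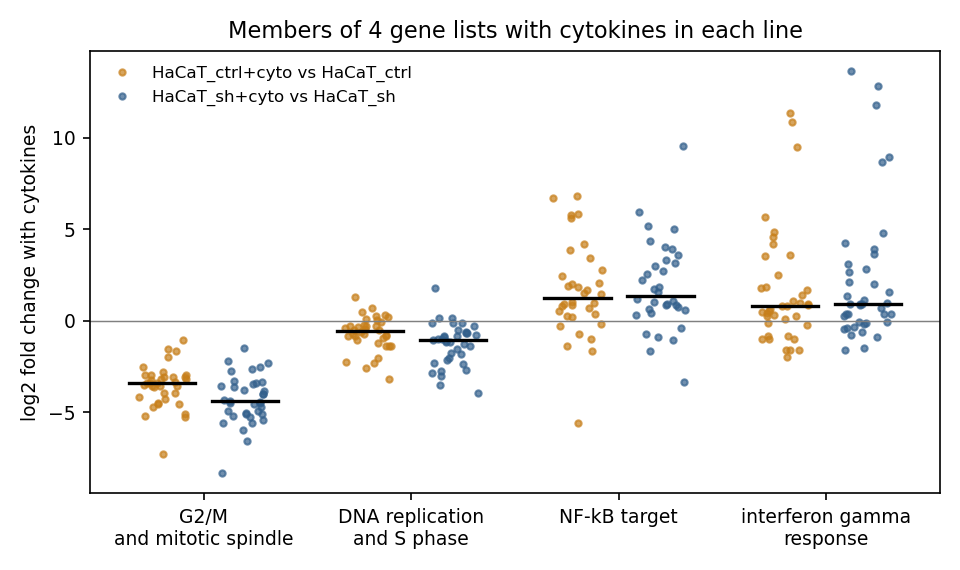
Log2 fold change with cytokines (vertical axis) of each tested member of 4 gene lists (horizontal axis), in HaCaT_ctrl (left, orange) and HaCaT_sh (right, blue). Points are genes and black lines are list medians. The G2/M genes lie below 0 in both lines, with medians of -3.41 and -4.39, and the NF-kB targets have medians of 1.24 and 1.36.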

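The cytokine responses of the lines were close in size when each was compared with its own unstimulated libraries. Over 5399 genes tested in both responses and called in at least 1, the median absolute log2 fold change was 1.46 in HaCaT_ctrl and 1.47 in HaCaT_sh. The difference of 0.00904 had p = 0.855 in a two-sided exact permutation test over 400 relabelings of the line within each stimulation state, where the smallest possible p is 0.005. A relabeling that exchanges unequal numbers of libraries in the states carries the difference between the lines into the responses. The p-values of this test therefore do not decide whether the sizes differ. Of these genes, 2765 had the larger response in HaCaT_sh and 2634 in HaCaT_ctrl, and the slope of the major axis was 0.986. The chemokine CXCL9, without a count in unstimulated libraries, was at least 237-fold higher in HaCaT_ctrl and at least 1000-fold higher in HaCaT_sh, and KRT5, a keratin of basal cells, had a log2 fold change of -5.63, adjusted p = 1.42e-10 and -4.87, adjusted p = 2.91e-11. The matrix protein SPARC had -5.84, adjusted p = 2.77e-10 in HaCaT_ctrl and -5.94, adjusted p = 3.81e-11 in HaCaT_sh. When HaCaT_sh+cyto was compared with HaCaT_ctrl, as in Fig. 4, the median was 1.55 against 1.46 in HaCaT_ctrl over 5812 genes. That difference was 0.0863 (two-sided exact permutation test, p = 0.01), with 3345 genes larger in HaCaT_sh+cyto, 2464 larger in HaCaT_ctrl+cyto and a slope of 1.04. That comparison also holds the difference between the unstimulated lines, so it is not the size of a cytokine response alone. Leaving out HaCaT_ctrl+cyto replicate 2, HaCaT_ctrl+cyto replicate 3 or HaCaT_sh+cyto replicate 1 turned the sign of the difference of the own responses (-0.00906, -0.0113 and -5.90e-04), and leaving out HaCaT_ctrl+cyto replicate 1 moved it the most, to 0.0457 (two-sided exact permutation test, p = 0.075), with 2907 genes larger in HaCaT_sh and 2492 in HaCaT_ctrl.

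**Figure D3:**
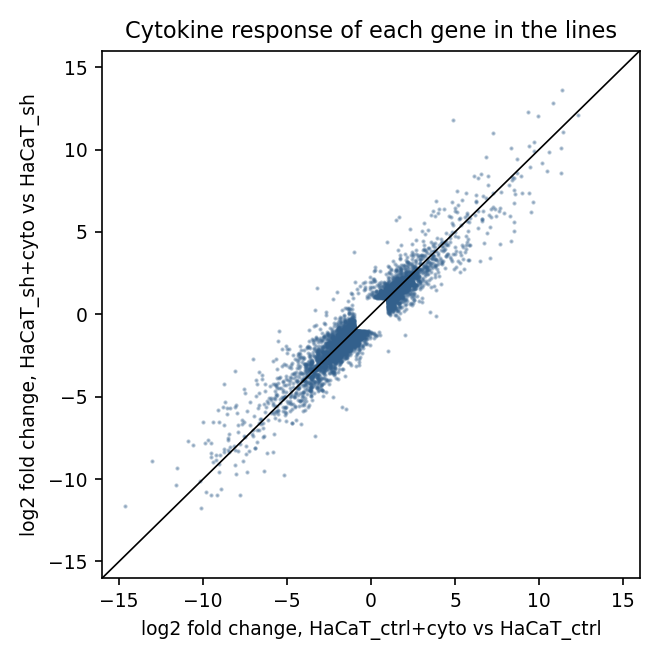
Log2 fold change with cytokines of each of 5399 genes in HaCaT_ctrl (horizontal axis) and HaCaT_sh (vertical axis), each against its own unstimulated libraries. Points are genes called in at least 1 line and the line marks equal responses. The points follow that line, with a major axis of slope 0.986.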

To further understand the impact of *IQGAP3* knockdown on pathway enrichment, we performed pathway analysis using the Reactome pathway database and compared the lists of the enriched pathways (Figure 5) and ontologies (Figures S2 and S3) as well as the possible transcription factor regulators of the DEGs (Figure 6).

To identify the cytokine-induced pathways affected by *IQGAP3* knockdown and relevant to psoriasis, we conducted a manual analysis. We identified the gene ontologies (GO) enriched in the control cells but not in the knockdown cells, and vice versa. 

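Some genes of antigen presentation, S100 proteins and keratinocyte proteins differed in how much they changed with cytokines in HaCaT_sh and in HaCaT_ctrl. The difference of the responses, HaCaT_sh minus HaCaT_ctrl, was tested in edgeR as an interaction for 13296 genes, of which 186 were higher and 163 lower. SPRR3 had a difference of 4.81 (standard error 0.27, adjusted p = 1.51e-07) on the log2 scale, and CMYA5, a protein of striated muscle, one of 4.84 (standard error 0.38, adjusted p = 4.18e-06). The protease inhibitors SERPINB3 (-3.94, adjusted p = 3.48e-09) and SERPINB4 (-3.33, adjusted p = 3.87e-05), which may share reads, and GCNT3, which builds mucin glycans (-3.24, adjusted p = 1.93e-05), were lower, and SLC6A14, an amino acid transporter, was higher (3.42, adjusted p = 1.78e-04). Of 9 MHC class II genes, 6 rose with cytokines in HaCaT_sh and the other 3 did not pass (6 adjusted over the list alone). In HaCaT_ctrl, 2 of 10 rose and 3 fell (2 and 3 adjusted over the list alone; by library size alone 1 higher), and the count that rose was 1 without HaCaT_ctrl replicates 1 or 3 or HaCaT_ctrl+cyto replicates 2 or 3. The interaction was higher for 5 of 9 (7 adjusted over the list alone), with HLA-DRA at 2.04, adjusted p = 2.29e-04 and HLA-DRB1, which may share reads with HLA-DRB5, at 2.34, adjusted p = 4.05e-05. As a list their interaction was above that of other genes (camera adjusted p = 3.33e-10, and adjusted p = 0.270 with an estimated correlation). Between the stimulated lines edgeR called 0 of 9 MHC class II genes, with 4 higher and 0 lower at an unadjusted p under 0.05, and edgeR's likelihood ratio test, its exact test, DESeq2 and limma-voom called 0 too, with HLA-DRB1 at 0.81, adjusted p = 0.00653 and HLA-DQB1 at 0.83, adjusted p = 0.00887, while 4 of 9 were lower in HaCaT_sh without cytokines. Of 13 S100 genes, the interaction was higher for 3 and the other 10 did not pass (3 adjusted over the list alone; camera adjusted p = 5.77e-08, and adjusted p = 0.270 with an estimated correlation), among them S100A7 (3.99, adjusted p = 4.18e-06). In the type I interferon response, 4 of 29 were higher and the other 25 did not pass (5 adjusted over the list alone; camera adjusted p = 3.45e-04, and adjusted p = 0.563 with an estimated correlation), including OASL (2.47, adjusted p = 3.94e-05) and RSAD2 (1.26, adjusted p = 2.48e-04), both antiviral. Among psoriasis-associated antimicrobial proteins and alarmins, 6 of 21 were higher and 3 lower (7 and 3 adjusted over the list alone), with KRT16 at 2.39, adjusted p = 1.47e-05, which may share reads with KRT17. For the IL-1 family the interaction was lower for 3 of 13, among them IL1A (-2.34, adjusted p = 6.75e-04) and IL1B (-2.47, adjusted p = 5.98e-04), and higher for 1 (3 and 1 adjusted over the list alone), a count that was 0 without HaCaT_ctrl replicates 2 or 3, HaCaT_sh replicates 1, 2 or 3, HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicates 1 or 2. Prostanoid metabolism, a term of Table 1, had 3 of 17 genes higher and 7 lower with cytokines in HaCaT_ctrl (3 and 7 adjusted over the list alone) and 3 of 16 higher and 7 lower in HaCaT_sh (3 and 7 adjusted over the list alone), with the prostaglandin dehydrogenase HPGD at -4.77, adjusted p = 3.33e-10 and -4.97, adjusted p = 1.71e-10. Toll-like receptor signalling had 5 of 22 higher and 6 lower in HaCaT_ctrl (5 and 6 adjusted over the list alone) and 5 higher and 5 lower in HaCaT_sh (5 and 5 adjusted over the list alone), with the adaptor TICAM1 at 3.01, adjusted p = 1.23e-08 and 2.75, adjusted p = 3.40e-10.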

Table 1 presents a selection of GO terms considered important for psoriasis.

In order to verify our findings, we performed Western blot analysis on several targets important for psoriatic inflammation. Figure 7 shows that *IQGAP3* knockdown itself led to the activation of p38 MAPK and NFkB signaling and inhibition of ERK1/2. However, cytokine stimulation on the knockdown background led to less accumulation of phospho-p65 and pI3K.

## 3. Discussion

IQGAP proteins play crucial roles in regulating cell morphology, motility and signal transduction by interacting with signaling molecules, cell adhesion proteins, and components of the cytoskeleton [12,14,15]. In most cases, IQGAP3 is associated with increased cell proliferation and was found to be overexpressed in various types of cancers [16,17,18,19]. In cancer cells, IQGAP3 promotes cell migration, epithelial to mesenchymal transition (EMT), invasion and metastasis by activating TGF-β signaling [15]. Silencing *IQGAP3* in breast cancer cells inhibits proliferation and metastasis. The effect is associated with p53, MMP9, Snail, CDC42, p-ERK1/2, KIF2C, KIF4A, PCNA and Twist [20]. Co-immunoprecipitation analysis revealed that IQGAP3 promotes cell proliferation through its interaction with PKCδ [21]. Moreover, deletion of *IQGAP3* was found to inhibit cell growth in a 3D Matrigel [22]. *Iqgap3* was recognized as a marker for homeostatic stem cells situated in the isthmus of the stomach epithelium. Utilizing lineage tracing in a mouse model, it was shown that Iqgap3-expressing cells possess stem cell activity [23].

Psoriasis is a skin pathology with excessive proliferation and activation of keratinocytes that partly resembles EMT [24]. Keratinocytes play crucial roles not only in structural and barrier functions of skin, but also as immunocompetent cells involved in the immune response. In psoriatic plaques, keratinocytes exhibit elevated production of pro-inflammatory cytokines and chemotactic factors, along with increased proliferation and decreased differentiation rates [25]. Previous research has shown that *IQGAP3* is overexpressed in the skin of patients with psoriasis [13].

To assess whether IQGAP3 plays a role in the hyperproliferative phenotype of psoriatic keratinocytes, we developed a keratinocyte cell line called HaCaT_sh, which expresses small hairpin RNA targeting *IQGAP3*. Analysis of the growth rate of HaCaT_sh cells revealed slower growth compared to control cells, resulting in a later and lower plateau on the growth curve (Figure 2b, time point 75 h). The wound healing dynamics of the cells remained unchanged, as did the final cell density and the overall dynamics of cell culture aging (Figure 2b, time points 95–220 h). However, the response to pro-inflammatory cytokine stimulation was altered: while control cells exhibited active proliferation and elevated wound healing rates, the knockdown cells showed diminished proliferation upon stimulation (Figure 3, time points 115–170 h). Following cytokine-stimulated overgrowth of the control cells, the final cell density of the culture (Figure 3, time points 175–210 h) was lower compared to the knockdown cells. This could be attributed to nutrient shortages in the cell medium due to the higher cell number, as well as the activation of cell death-associated pathways in the control cells following cytokine stimulation.

To gain deeper insights into the molecular mechanisms underlying the observed growth alterations, we conducted RNA-seq analysis of the knockout and control cells under pro-inflammatory stimulation. *IQGAP3* knockdown itself led to the expression alterations of 1231 genes, which, in line with the growth curve data, enriched the ontologies mainly associated with cell migration and proliferation, innate immunity and inflammatory responses, calcium signaling and lipid metabolism. Western blot analysis had shown that the knockdown led to the background activation of MAPK and NFkB signaling but less phosphorylation of ERK1/2 (Figure 5).

When we analyzed the differences in the cell response to cytokine stimulation (IL17, IFNγ, TNFα—a cocktail mimicking the cytokine background in psoriasis), we observed that the average level of gene expression alterations appeared to be less prominent in the knockdown cells (Figure 4b, Supplementary Files S1 and S2). The analysis revealed that most of the pathways were similarly enriched with differentially expressed genes in both cell lines, and the lists of transcription factors regulating DEGs were not much different (Figure 6, Figures S2 and S3). Western blot analysis had shown that cytokine stimulation on the knockdown background led to less accumulation of phospho-p65 and pI3K (Figure 7). It seems that *IQGAP3* knockdown itself leads to the activation of proinflammatory signaling, but cytokine stimulation attenuates this effect, possibly due to the activation of compensatory mechanisms.

Apparently, in our transcriptome analysis, we did not find any pathways to be completely knocked down. This could be because of the level of *IQGAP3* knockdown as well as due to the nature of IQGAP3 itself: it is neither a receptor nor a transcription factor but a mediator and a coordinator of many signaling nodes in cells, so none of the pathways were abolished, but many were affected. The most significant differences were observed in the enrichment of certain pathway groups, including small GTPase-mediated pathways and cell cycle pathways (Figure 5).

Small GTPases play an important role in the development of the multilayered epidermis and various skin appendages during embryogenesis. They are indispensable for cell spreading and migration, as well as the establishment of epithelial cell–cell contacts, and enhance IQGAP oligomerization [26,27]. Inhibition of GTPase activation leads to significant delays in wound closure [28]. Moreover, the altered growth dynamics and changes in cornification and barrier functions observed in *IQGAP3*-knockdown cells may be directly influenced by dysregulated GTPase signaling pathways.

The differences in the enrichment of cell cycle-associated pathways following *IQGAP3* knockdown may reflect alterations in cellular growth dynamics under inflammatory conditions. Additionally, *IQGAP3* has been identified as a crucial factor in stem cell regulation, being expressed in rapidly proliferating stem cells and cancer cells alike [29,30].

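Within the lists of DNA replication and mitosis, some genes fell more with cytokines in HaCaT_sh than in HaCaT_ctrl, which gives a negative interaction. Of 36 DNA replication genes the interaction was lower for 7 and the other 29 did not pass (7 adjusted over the list alone), with the licensing factor CDT1 at -1.97 (standard error 0.18, adjusted p = 1.47e-05), the reductase RRM2 at -1.45 (standard error 0.21, adjusted p = 4.24e-04) and the synthase TYMS at -1.22 (standard error 0.19, adjusted p = 7.63e-04). Of 36 G2/M and spindle genes, 6 were lower and the other 30 did not pass (8 adjusted over the list alone), among them CDK1 (-1.41, adjusted p = 9.26e-05), the spindle checkpoint kinase TTK (-1.31, adjusted p = 0.00108) and AURKB (-1.39, adjusted p = 0.00122). The G2/M count was 3 without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1 and 13 without HaCaT_ctrl+cyto replicate 1. Against other genes, the interaction was lower for both lists (DNA replication camera adjusted p = 1.80e-10, and adjusted p = 0.471 with an estimated correlation; G2/M camera adjusted p = 2.75e-09, and adjusted p = 0.533 with an estimated correlation). When the stimulated lines were compared directly, CDC45 (-1.10, adjusted p = 0.00487) and MCM10 (-1.20, adjusted p = 0.00779) were among the 3 of 36 replication genes that were lower (3 adjusted over the list alone; camera adjusted p = 2.33e-05, and adjusted p = 0.563 with an estimated correlation). That count was 0 without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1 and 6 without HaCaT_ctrl+cyto replicate 1, and these 2 genes did not pass at the values CDC45 (-0.95 to -1.13, adjusted p = 0.0161 to 0.0253, without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicates 1 or 2) and MCM10 (-1.05 to -1.31, adjusted p = 0.0133 to 0.0386, without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicates 1, 2 or 3). Of 32 G2/M genes, 2 were lower (2 adjusted over the list alone), a count that was 0 without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1 and 1 without HaCaT_sh+cyto replicate 3 and 6 without HaCaT_ctrl+cyto replicate 1. Targets of p53, which halts the cycle or starts apoptosis, went up in 10 of 25 and down in 8 with cytokines in HaCaT_ctrl (10 and 8 adjusted over the list alone) and up in 12 of 24 and down in 8 in HaCaT_sh (12 and 8 adjusted over the list alone). SESN2, a stress sensor, had 3.61, adjusted p = 2.63e-10 and 3.44, adjusted p = 1.79e-09, and the inhibitor of cyclin-dependent kinases CDKN1A had 2.32, adjusted p = 1.28e-09 in HaCaT_sh.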

In addition to the aforementioned pathways, *IQGAP3* knockdown was observed to impede several other pathways and ontologies pivotal for the development and progression of psoriasis plaques (Table 1). 

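Some ligands of the EGF receptor rose with cytokines, among them TGFA in both lines, and the neuregulin NRG2 fell in both. HB-EGF, HBEGF, had a log2 fold change of 5.30 (standard error 0.17, adjusted p = 2.69e-09) in HaCaT_ctrl, and transforming growth factor alpha, TGFA, had 3.61 (standard error 0.11, adjusted p = 1.74e-09) in HaCaT_ctrl and 2.93 (standard error 0.0764, adjusted p = 2.80e-10) in HaCaT_sh. ERRFI1, a feedback inhibitor of the receptor, rose (4.10, adjusted p = 3.26e-09, and 3.42, adjusted p = 2.11e-09), and the neuregulins NRG2 (-5.09, adjusted p = 1.62e-09, and -5.60, adjusted p = 9.14e-10) and, in HaCaT_sh, NRG4 (-5.67, adjusted p = 5.41e-09) fell. Of 26 genes of the EGFR family, its ligands and adaptors, 8 rose and 4 fell in HaCaT_ctrl (8 and 4 adjusted over the list alone), and 6 of 25 rose and 4 fell in HaCaT_sh (6 and 4 adjusted over the list alone). Between the stimulated lines 1 of 22 was lower in HaCaT_sh+cyto, HBEGF (-1.10, adjusted p = 0.00271; 1 adjusted over the list alone), and the other 21 did not pass. The interaction was lower for 2 of 25, HBEGF (-1.47, adjusted p = 0.00171) and the neuregulin NRG1 (-1.27, adjusted p = 0.00828; 2 adjusted over the list alone). Between the stimulated lines the count was 0 without HaCaT_ctrl+cyto replicate 1 or HaCaT_sh+cyto replicates 1 or 3, where HBEGF did not pass (-0.92 to -1.12, adjusted p = 0.00328 to 0.0109, without HaCaT_ctrl+cyto replicate 1 or HaCaT_sh+cyto replicates 1 or 3). The interaction count was 1 without HaCaT_ctrl replicates 1, 2 or 3, HaCaT_sh replicates 1, 2 or 3, HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicates 1 or 3, where NRG1 did not pass (-0.96 to -1.35, adjusted p = 0.0121 to 0.0260, without HaCaT_ctrl replicates 1, 2 or 3, HaCaT_ctrl+cyto replicates 2 or 3, HaCaT_sh replicates 1, 2 or 3 or HaCaT_sh+cyto replicates 1 or 3).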

*IQGAP3* knockdown inhibited EGFR signaling, which plays a crucial role in epidermal homeostasis and regulation of skin inflammatory responses and has elevated expression in active epidermal lesions of psoriasis [31]. Like IQGAP1, IQGAP3 augmented EGF-stimulated activation of EGFR and signaling to ERK, which has been suggested to enhance IQGAP3-driven tumorigenesis [9,32].

Phosphorylation of p38 MAPK is elevated in the affected areas of psoriatic skin, leading to the production of the proinflammatory cytokines like TNFα and antimicrobial peptides such as cathelicidin, β-defensins 2 and 3, S100A7 and S100A8 [33]. In our study, *IQGAP3* inhibition led to the accumulation of phospho-p38 that may contribute to the elevated levels of inflammatory cytokine production.

Similarly to p38, ERK1/2 is activated in psoriatic epidermis, and inhibition of ERK via a specific inhibitor, JSI287, or a negative regulator of the MAPK pathway, DUSP1, significantly inhibited keratinocyte proliferation and promoted apoptosis and reduced IMQ-induced psoriasiform lesion formation [34]. TNFα, IL-17, and IL-22 stimulate ERK phosphorylation, leading to the increased expression of crucial psoriasis mediators such as IL-36α and IL-36γ [35]. In *IQGAP3* knockdown cells, the levels of phospho-ERK decrease significantly [9,36], and our research has shown less phospho-ERK1/2 accumulation both without or with cytokine stimulation.

In summary, the knockdown of *IQGAP3* exhibited a significant anti-psoriatic effect, manifesting in the activation of the pathways of cell adhesion and tight junction development, stimulated cornification, improved skin barrier functions, activated lipid metabolism, and facilitated apoptosis of epithelial cells, crucial for cornified envelope development. Moreover, knockdown influenced immune response pathways, negatively impacted chemotaxis, and suppressed activation of the ERK1 and ERK2 signaling cascades.

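Some genes of the cornified envelope, among them SPRR1A and IVL, and the kallikrein proteases KLK5, KLK6 and KLK7 were higher in HaCaT_sh+cyto than in HaCaT_ctrl+cyto. SPRR1A, a small proline-rich protein, was at 3.77 ± 0.626 CPM in HaCaT_ctrl+cyto and 16.9 ± 2.69 CPM in HaCaT_sh+cyto (log2 fold change 2.16, adjusted p = 8.77e-05), and involucrin, IVL, the scaffold of the envelope, had 1.63 (standard error 0.17, adjusted p = 2.95e-04) and an interaction of 2.58, adjusted p = 9.12e-07. SPRR3 (2.16, adjusted p = 4.32e-04) and suprabasin, SBSN (1.83, adjusted p = 1.36e-04), were higher too, and of 29 genes of differentiation and the cornified envelope 6 were higher and the other 23 did not pass (6 adjusted over the list alone; camera adjusted p = 0.00327, and adjusted p = 0.562 with an estimated correlation). The interaction was higher for 4 of 30 and the other 26 did not pass (4 adjusted over the list alone; camera adjusted p = 6.83e-05, and adjusted p = 0.461 with an estimated correlation). With cytokines, 12 of 31 of these genes rose and 10 fell in HaCaT_ctrl (12 and 10 adjusted over the list alone), and 13 of 30 rose and 7 fell in HaCaT_sh (13 and 7 adjusted over the list alone). Among barrier lipid genes and proteases, 7 of 23 were higher in HaCaT_sh+cyto and 1 lower (7 and 2 adjusted over the list alone; by library size alone 2 lower), and the lower count was 2 without HaCaT_ctrl+cyto replicate 1. KLK5 (1.19, adjusted p = 1.28e-04), KLK6 (1.69, adjusted p = 0.00140) and KLK7 (1.24, adjusted p = 1.55e-04) were among the higher genes of this list. NIPAL4 had no count in HaCaT_sh+cyto and was at least 114-fold lower, with a floor of 3 counts over the group. With cytokines, 11 of 25 of this list rose and 7 fell in HaCaT_ctrl (11 and 7 adjusted over the list alone), and 11 rose and 6 fell in HaCaT_sh (11 and 6 adjusted over the list alone). DSG4 was the 1 of 11 desmosome genes that was higher (1.33, adjusted p = 7.00e-04; 1 adjusted over the list alone), and its interaction was 3.22, adjusted p = 5.59e-06. Tight junction genes went up in 7 of 21 and down in 4 in HaCaT_ctrl with cytokines (7 and 4 adjusted over the list alone), and up in 9 and down in 4 in HaCaT_sh (9 and 4 adjusted over the list alone; by library size alone 5 higher), with occludin, OCLN, at 2.25, adjusted p = 2.74e-08 and 2.37, adjusted p = 5.17e-10. Between the stimulated lines 1 of 20 was higher, TJP3, which anchors the junction to actin (1.11, adjusted p = 0.00916; 0 adjusted over the list alone), and the count was 0 without HaCaT_ctrl+cyto replicates 1, 2 or 3 or HaCaT_sh+cyto replicates 1 or 3, where TJP3 had 0.86 to 1.20, adjusted p = 0.0105 to 0.0451. For lipids, 2 of 33 fatty acid genes were higher in HaCaT_sh+cyto and the other 31 did not pass (2 adjusted over the list alone), the desaturase SCD5 (1.26, adjusted p = 4.80e-04) and the carrier FABP5 (1.13, adjusted p = 0.00654), of which FABP5 had 0.96 to 1.34, adjusted p = 0.0119 to 0.0218, without HaCaT_ctrl+cyto replicates 1, 2 or 3 or HaCaT_sh+cyto replicates 1, 2 or 3. With cytokines 5 of 32 fatty acid genes rose and 7 fell in HaCaT_ctrl (5 and 7 adjusted over the list alone) and 4 of 34 rose and 8 fell in HaCaT_sh (4 and 8 adjusted over the list alone). In its summary the paper states that the knockdown had an effect against psoriasis, and names pathways of cell adhesion and tight junctions, cornification, barrier functions, lipid metabolism and apoptosis of epithelial cells as activated.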

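The chemokines CXCL9, CXCL10 and CXCL11, which attract T cells, were higher in HaCaT_sh+cyto than in HaCaT_ctrl+cyto. CXCL9 was at 13.9 ± 3.75 CPM in HaCaT_ctrl+cyto and 58.8 ± 6.33 CPM in HaCaT_sh+cyto, a log2 fold change of 2.08 (standard error 0.17, adjusted p = 8.94e-05), CXCL10 had 2.40, adjusted p = 9.45e-04 and CXCL11 had 2.45, adjusted p = 7.34e-04. ACKR3, a scavenging receptor of chemokines, was lower (-1.55, adjusted p = 1.40e-04), and of 13 chemokines and their receptors 4 were higher and 1 lower (5 and 1 adjusted over the list alone). The interaction was called for 1 of 13 (1 adjusted over the list alone), the chemokine CCL22 (1.30, adjusted p = 0.00283), and the count was 2 without HaCaT_sh+cyto replicate 3 and 3 without HaCaT_ctrl+cyto replicate 1. With cytokines 8 of 13 rose and 4 fell in HaCaT_ctrl (8 and 4 adjusted over the list alone), and 9 of 14 rose and 3 fell in HaCaT_sh (9 and 3 adjusted over the list alone). In the interferon gamma response, 10 of 40 genes were higher in HaCaT_sh+cyto and the other 30 did not pass (11 adjusted over the list alone; camera adjusted p = 1.96e-17, and adjusted p = 0.471 with an estimated correlation), with 6 higher without HaCaT_ctrl+cyto replicate 2. They included IDO1, which breaks down tryptophan (1.83, adjusted p = 2.33e-04), and the apolipoprotein APOL3 (1.71, adjusted p = 6.58e-04), whose interaction was 1.53, adjusted p = 6.87e-04. For the interaction, the value was higher for 2 of 39 (2 adjusted over the list alone), and for 1 without HaCaT_ctrl replicates 1, 2 or 3, HaCaT_sh replicates 1, 2 or 3, HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1. Targets and feedback regulators of ERK rose with cytokines in both lines, 21 of 35 in HaCaT_ctrl, where 3 fell (21 and 3 adjusted over the list alone), and 22 of 34 in HaCaT_sh, where 2 fell (22 and 2 adjusted over the list alone; the count that fell was 1 without HaCaT_sh replicate 2 or HaCaT_sh+cyto replicate 2). The phosphatase DUSP4 (3.30, adjusted p = 6.54e-10) and PHLDA1 (4.13, adjusted p = 3.33e-10) were among those in HaCaT_ctrl, and PLAUR, the urokinase receptor (4.65, adjusted p = 4.20e-10), among those in HaCaT_sh. Against other genes the ERK list was higher in HaCaT_ctrl (camera adjusted p = 5.36e-09, and adjusted p = 0.423 with an estimated correlation) and in HaCaT_sh (camera adjusted p = 5.96e-09, and adjusted p = 0.393 with an estimated correlation). When both lines were stimulated, 1 of 34 was higher, the phosphatase DUSP5 (1.08, adjusted p = 7.28e-04), and 1 lower, HBEGF (1 and 1 adjusted over the list alone; by library size alone 0 higher). DUSP5 was under the 2-fold threshold at 0.94, adjusted p = 0.00160, without HaCaT_sh+cyto replicate 3, and the counts were 0 without HaCaT_sh+cyto replicate 3 for the higher and 0 without HaCaT_ctrl+cyto replicate 1 or HaCaT_sh+cyto replicates 1 or 3 for the lower gene.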

Despite the observed decrease in proliferation rates via growth curve analysis, at the molecular level, *IQGAP3* knockdown did not fully abolish the stimulating effect of inflammatory cytokines in cultured keratinocytes. 

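Between the stimulated lines, no NF-kB target and no gene of the p38 and JNK pathway passed both thresholds in edgeR, and secreted cytokines went both ways. For NF-kB targets edgeR called 0 of 34 genes, with 5 higher and 3 lower at an unadjusted p under 0.05, and edgeR's likelihood ratio test, its exact test, DESeq2 and limma-voom called 0 too. The transcription factor IRF1 had 0.87, adjusted p = 9.52e-04 and the adaptor TRAF1 0.60, adjusted p = 0.0150 on the log2 scale. The interaction was lower for 2 of 33 NF-kB targets, the agonists IL1A and IL1B, and the other 31 did not pass (2 adjusted over the list alone). For the p38 and JNK pathway edgeR called 0 of 26 genes, with 3 higher and 6 lower at an unadjusted p under 0.05, and 1 by edgeR's likelihood ratio test, 1 by its exact test, 1 by DESeq2 and 0 by limma-voom. For its interaction edgeR called 0 of 27 genes, with 2 higher and 7 lower at an unadjusted p under 0.05, and edgeR's likelihood ratio test, DESeq2 and limma-voom called 0 too. With cytokines 7 of 28 of these kinase pathway genes rose and 5 fell in HaCaT_ctrl (7 and 5 adjusted over the list alone), and 5 of 27 rose and 4 fell in HaCaT_sh (5 and 4 adjusted over the list alone; by library size alone 3 higher), with the stress genes GADD45A at 3.02, adjusted p = 6.54e-10 and 2.52, adjusted p = 4.83e-09 and ATF3 at 2.60, adjusted p = 9.49e-10 and 2.40, adjusted p = 3.48e-08. Of 21 interleukins and other secreted cytokines, 3 were higher and 3 lower in HaCaT_sh+cyto (3 and 3 adjusted over the list alone), with IL32 (1.93, adjusted p = 8.83e-05) and the IL-36 antagonist IL36RN (1.97, adjusted p = 4.64e-04) higher and TNFSF15, a relative of TNF (-1.39, adjusted p = 2.74e-04), lower. Markers of epithelial-mesenchymal transition, a program of migration, rose in 4 of 16 genes and fell in 4 with cytokines in HaCaT_ctrl (4 and 4 adjusted over the list alone), and rose in 4 of 16 and fell in 6 in HaCaT_sh (4 and 6 adjusted over the list alone). In HaCaT_sh+cyto against HaCaT_ctrl+cyto FN1 was the 1 of 14 that was higher (1.81, adjusted p = 0.00153), and S100A4 the 1 that was lower (-1.13, adjusted p = 0.00734; 1 and 1 adjusted over the list alone), which did not pass at -0.96 to -1.29, adjusted p = 0.0108 to 0.0380, without HaCaT_ctrl+cyto replicates 1, 2 or 3 or HaCaT_sh+cyto replicates 1, 2 or 3. Without HaCaT_ctrl+cyto replicate 1, 1 NF-kB target and 1 gene of the p38 and JNK pathway were higher, the interaction was higher for 1 gene in each of these lists, and without HaCaT_sh+cyto replicate 3, as by library size alone, 1 gene of the p38 and JNK pathway was lower.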

Notably, several pathways, including the positive regulation of interleukin-6 production, epithelial cell migration, MAPK activation and NFkB transcription factor activity, were more prominently activated in the knockout cells compared to the control cells. Given the multitude and diversity of pathways regulated by IQGAP3 in keratinocytes, targeting this protein for therapeutic inhibition may not be the most effective strategy to normalize the phenotype of keratinocytes is psoriasis. More research is needed to evaluate the possibility to target this protein as a part of combination therapy, for example, together with the TNFα blockers or IL-17 inhibitors. Their use may lead to chronic NFkB inhibition, which could result in immunodeficiencies and, in this case, NFkB activation due to *IQGAP3* inhibition may be favorable for the overall homeostasis of skin. Moreover, as research has shown that IQGAP3 inhibition led to genome instability and aneuploidy [30], in the case of therapeutic inhibition, the absence of such negative effects should be carefully verified.

## 4. Materials and Methods

### 4.1. Cell Culture

Immortalized human keratinocyte cell line HaCaT was generously provided by Dr. Vorotelyak, Russia and human embryonic kidney cells HEK293T were generously provided by Dr. M. Lagarkova, Russia. Cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (ThermoFisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA, USA), 4 mM of L-Glutamine (Paneco, Moscow, Russia), and 10 U/mL of anti-anti (Gibco, ThermoFisher Scientific, Waltham, MA, USA) at 37 °C and 5% CO_2_, and routinely tested for mycoplasma contamination using MycoReport (Evrogen, Moscow, Russia). The inducible vectors were stimulated by supplementation of the medium with 1000 ng/mL doxycycline (Sigma-Aldrich, Merck KGaA, Darmstadt, Germany) or with a mix of pro-inflammatory cytokines IL17A, TNFα, and IFNγ (Peprotech, ThermoFisher Scientific, Waltham, MA, USA) (IL-17 100 ng/mL; TNFα 25 ng/mL, IFNγ 20 ng/mL).

### 4.2. Oligos

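The hairpin of the HaCaT_sh line pairs with the last exon of IQGAP3. Its oligonucleotide of 66 nt carries the 24-nt stem GCCAAAGTCAATGTCAACCTTCTC, the loop TACTAGT and the reverse complement of the stem. In GRCh37 the stem has 1 exact site, on chromosome 1 from 156496314 to 156496337 on the minus strand, in exon 38 of the 38 exons of the IQGAP3 transcript, within the coding sequence. IQGAP3 was the only gene with an annotated transcript within 2 mismatches of the stem. The IQGAP3 primer pair lies on chromosome 1 from 156509261 to 156509672 and amplifies 112 bases of the transcript from exon 24 to exon 25. The pair for IQGAP1 spans 93 bases of its transcript from exon 19 to exon 20, on chromosome 15 from 91016195 to 91016991. The S100A8 pair gives 93 bases across exon 2 and exon 3, on chromosome 1 from 153362677 to 153362920. In the transcript, the stretch amplified for IQGAP3 lies upstream of the hairpin's site.

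**Figure D4:**
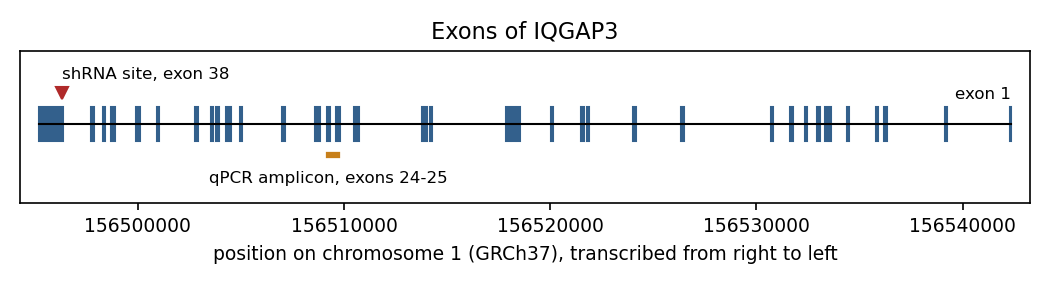
Exons of IQGAP3 (blocks) along chromosome 1 of GRCh37 (horizontal axis, position in bases), with the site of the hairpin and the stretch amplified by the qPCR primers. The site lies in exon 38 and the amplicon in exons 24 and 25.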

All of the sequences of primers and constructs are listed in the Supplementary Materials Tables S1 and S2.

### 4.3. Lentiviral Transduction

EZ-Tet-pLKO-Puro vector (#85966 Addgene, Watertown, MA, USA) was a gift from Dr. Cindy Miranti’s lab [37]. The shRNA-coding duplex was cloned into EZ-Tet-pLKO-Puro using NheI and EcoRI. The 3rd-generation lentiviral vector system consisting of pMDLG/RRE, pCMV_VSV_G, pRSV/Rev vectors was a gift from Didier Trono (#12251, #8454, #2253, Addgene, Watertown, MA, USA) [38]. Lentiviral particle production was performed in HEK293T. The supernatant containing lentiviral particles was filtered, concentrated using LentiX (Clontech, Takara Bio Inc., Shiga, Japan) and used for MOI evaluation. HaCaT cells in FBS-free medium were transduced in MOI 2:1 and selected on puromycin (Sigma-Aldrich, Merck KGaA, Darmstadt, Germany) for stable clones.

### 4.4. RNA Isolation, Reverse Transcription and Quantitative PCR

In order to quantify IQGAP3 knockdown, HaCaT_sh and HaCaT_ctrl cells were seeded in 3 biological replicates in a complete medium and stimulated with doxycycline (Sigma-Aldrich, Merck KGaA, Darmstadt, Germany) for 72 h. Next, the cells were lysed, and total RNA was isolated using RNEasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA concentration was quantified on a Qubit fluorimeter with the RNA BR Assay Kit (Life Technologies, ThermoFisher Scientific, Waltham, MA, USA), and 1 μg of RNA was transcribed into complementary DNA (cDNA) using SuperScript III Reverse Transcriptase (Invitrogen, ThermoFisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions.

qPCR amplification was performed in a thermal cycler (Eco Real-Time PCR System, Illumina, San Diego, CA, USA) using the two-step program (primary denaturation at 95 °C for 4 min, then 45 cycles: denaturation at 94 °C for 15 s, annealing + elongation at 60 °C for 1 min) in triple technical replicates. The PCR was performed using 5XqPCRmix-HS + ROX (Evrogen, Moscow, Russia). The level of expression of target genes was normalized to 3 housekeeping genes—GAPDH, GusB, and B2M—using the 2^−ΔΔCt^ method. The significance of the differences was evaluated using R software version 3.6.0 and Mann–Whitney U test.

### 4.5. Western Blotting and Antibodies

Wild type HaCaT cells, HaCaT_ctrl, and HaCaT_sh cells were cultured in full DMEM medium supplemented with 10% FBS. Cells were stimulated with 1000 ng/mL doxycycline for 72 h. Subsequently, the cells were trypsinized and collected with RIPA buffer supplemented with Protease Inhibitor Cocktail 4 MammCell/Tissue Plus (#A7757, AppliChem, Darmstadt, Germany). For the WB analysis of HaCaT_sh and HaCaT_ctrl under cytokine stimulation, the cells were initially seeded in complete medium and 4 h later stimulated with doxycycline (Sigma-Aldrich, Merck KGaA, Darmstadt, Germany) for 24 h. Subsequently, the medium was replaced with fresh medium containing both doxycycline and pro-inflammatory psoriatic cytokines (IFNγ, TNFα, IL17) at concentrations of 20 ng/mL, 25 ng/mL, and 100 ng/mL, respectively. After 72 h of stimulation, the cells were trypsinized and collected with RIPA buffer supplemented with Protease Inhibitor Cocktail 4 MammCell/Tissue Plus (#A7757, AppliChem, Darmstadt, Germany). Western blotting was performed following the manufacturer’s instructions with several modifications: the samples were loaded on a 4–12 Bis-Tris gel (40% bis-acrylamide, 1.5M Tris-HCL pH8.8/0.5M tris-HCL pH 6.8, 10% *w*/*v* ammonium persulfate, 0.04% *v*/*v* TEMED, 10% *v*/*v* SDS, and distilled water to reach the final volume) in equal amounts for each of the experiments, typically between 5 and 10 μg protein per lane (depending on the antibody), and separated by electrophoresis at 200 V until full separation as indicated by the protein ladder (PageRuler Plus Prestained Protein Ladder, #26619 or #26616, (ThermoFisher Scientific, Waltham, MA, USA). The proteins on the gel were transferred to a 0.45 μm PVDF Transfer Membrane (#88518, ThermoFisher Scientific, Waltham, MA, USA) by electroblotting (Criterion Blotter, Bio-Rad Laboratories, Hercules, CA, USA) at 20 V overnight. Blots were blocked for 1 h at room temperature using 5% nonfat dried milk powder (#A0830,0500, AppliChem, Darmstadt, Germany) and incubated overnight at 4 °C with primary antibodies: β-actin ((13E5) Rabbit mAb #4970, Cell Signaling Technology, Danvers, MA, USA), IQGAP3 (H00128239-M01 Novus Biologicals, Littleton, CO, USA), NFkB (NF-κB p65 (L8F6) Mouse mAb #6956, Cell Signaling Technology, Danvers, MA, USA), phospho-NFkB (Phospho-NF-κB p65 (Ser536) (93H1) Rabbit mAb #3033), phospho ERK1/2 (Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP^®^ Rabbit mAb #4370 Cell Signaling Technology, Danvers, MA, USA), phospho-p38 (Phospho-p38 MAPK (Thr180/Tyr182) (D3F9) XP^®^ Rabbit mAb #4511, Cell Signaling Technology, Danvers, MA, USA), pI3K PI3 Kinase p110α (C73F8) Rabbit mAb #4249, Cell Signaling Technology, Danvers, MA, USA), diluted in Tris-buffered saline with 5% nonfat dry milk and 0.1% Tween 20. The blots were probed with peroxidase-conjugated secondary antibodies goat-anti-rabbit or goat-anti-mouse AffiniPure antibodies (#111-035-003 or #115-035-003, Jackson ImmunoResearch Laboratories, West Grove, PA, USA)) and visualized using Clarity ECL Chemiluminescent Substrate (Bio-Rad Laboratories, Hercules, CA, USA). The blots were visualized manually using UltraCruz autoradiography film (#SC-201697, Santa Cruz Biotechnology, Santa Cruz, CA, USA) and radiography developer and fixer Renmed plus (#10850 and #10854, VIPS-MED, Fryazino, Russia), or they were visualized using a gel documentation system (ChemiScope 6000, Clinx Science Instruments Co., Ltd., Shanghai, China).

### 4.6. RNAseq Library Preparation

HaCaT_sh and HaCaT_ctrl cells were initially seeded in complete medium and 4 h later stimulated with doxycycline (Sigma-Aldrich, Merck KGaA, Darmstadt, Germany) for 24 h. Subsequently, the medium was replaced with fresh medium containing both doxycycline and pro-inflammatory psoriatic cytokines (IFNγ, TNFα, IL17) at concentrations of 20 ng/mL, 25 ng/mL, and 100 ng/mL, respectively. After 72 h of stimulation, the cells were lysed, and RNA was isolated directly from the plates using the RNEasy mini kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. The concentration of RNA was quantified using a Qubit fluorimeter with the RNA BR Assay Kit (ThermoFisher Scientific, Waltham, MA, USA). For transcriptome sequencing, libraries were prepared using the NEBNext^®^ Ultra™ II Directional kit (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. The libraries were then mixed in equimolar amounts, and their quality was assessed using a BioAnalyzer 2100 microfluidic analyzer (Agilent Santa Clara, CA, USA) with the Agilent DNA High Sensitivity Kit (Agilent Santa Clara, CA, USA).

### 4.7. RNA Sequencing and Data Analysis

The libraries were mixed and diluted to a concentration of 2 nM, and subsequently, the sequencing of the resulting library (diluted to 12 pM) was conducted on a HiSeq 2500 instrument using a 2 × 250 bp paired-end reading set with the addition of 10% Phix from PhiX Control v3 kit (Illumina, San Diego, CA, USA). The sequencing procedure utilized the HiSeq Rapid SBS Kit v2 (200) kit (Illumina, San Diego, CA, USA) according to the manufacturer’s recommendations. To assess the quality of the reads obtained through sequencing, the FastQC program was employed. Readings underwent filtering and adapter trimming using the Cutadapt program with the following parameters: —q 10.10—m 25—a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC—A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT—max—n 1. Adapters were removed, and reads shorter than 25 nucleotides were discarded, ensuring an average Phred score of at least 10 at each end of the read. Next, the quality reads that met the filtering criteria were mapped to the hg19 human genome using the STAR program, utilizing the annotation of the human genome version of Gencode Release 19 (GRCh37.p13). For the comparison of the expression profiles and identification of differentially expressed genes, the edgeR package was utilized. Genes with a minimum of 1 read per million in at least half of the samples were considered for each differential expression analysis. Additionally, qPCR analysis of three loci (ENSG00000183856, ENSG00000143546, ENSG00000175592) was performed to verify the differential expression. qPCR showed expression changes similar to those observed in RNAseq. 

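The 3 loci are IQGAP3, S100A8 and FOSL1, and the cytokine response of S100A8 differed between the lines. S100A8 encodes a subunit of the alarmin calprotectin and lies on chromosome 1 of GRCh37 from 153362508 to 153363549 on the minus strand. It was measured at 7.37 ± 1.53 CPM (SD, n = 3) in HaCaT_ctrl, 1.89 ± 0.182 in HaCaT_sh, 0.698 ± 0.399 in HaCaT_ctrl+cyto and 2.21 ± 0.0364 in HaCaT_sh+cyto. Its log2 fold change was -1.94 (standard error 0.18, adjusted p = 3.31e-07) between the unstimulated lines, -3.36 (standard error 0.31, adjusted p = 3.76e-06) with cytokines in HaCaT_ctrl and 0.23 (standard error 0.19, adjusted p = 0.299) with cytokines in HaCaT_sh. The interaction was 3.61 (standard error 0.39, adjusted p = 4.22e-05), and between the stimulated lines S100A8 had 1.66, adjusted p = 0.00893. FOSL1 lies on chromosome 11 from 65659520 to 65668044 on the minus strand. It was at 6.92 ± 0.758 CPM in HaCaT_sh (log2 fold change -0.48, adjusted p = 0.00209 against HaCaT_ctrl) and had 5.87, adjusted p = 5.93e-11 with cytokines in that line and -0.50, adjusted p = 0.0129 between the stimulated lines. IQGAP3 lies on chromosome 1 from 156495197 to 156542396 on the minus strand. Against HaCaT_ctrl, HaCaT_sh+cyto had -5.90, adjusted p = 1.42e-10 for IQGAP3 and -1.70, adjusted p = 1.32e-05 for S100A8. In each of the 6 pairings of the 4 groups, each of these genes had groups that did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The call of S100A8 between the stimulated lines did not hold with 1.32 to 1.68, adjusted p = 0.0211 to 0.0312, without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicates 1, 2 or 3.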

Finally, pathway and gene ontology (GO) enrichment analysis were conducted using the DAVID web interface version v2023q4 [39], and transcription factor target enrichment was conducted using the ChHEA3 web interface [40].

### 4.8. Real-Time Cell Proliferation Assay

HaCaT_sh and HaCaT_ctrl cells were seeded onto xCelligence RTCA (Agilent, Santa Clara, CA, USA) 16-well plates at a density of 5000 cells per well in complete culture medium supplemented with doxycycline (1000 ng/mL). Real-time assessment of cell growth was conducted for a duration of 60 h. For the wound healing assay, cells were seeded at a density of 10,000 cells per well in complete medium containing doxycycline (1000 ng/mL). Upon reaching confluence, a sterile disposable 200 μL tip was utilized to create a scratch across the monolayer. Subsequently, debris was washed away three times with PBS, and fresh medium with the inducer was added. The cell density index was monitored dynamically over a period of 240 h (10 days), with medium replacement every 48–72 h. For the wound healing assay under pro-inflammatory conditions, cells were seeded at a density of 5000 cells per well in complete medium supplemented with doxycycline (1000 ng/mL). Upon achieving confluence, a scratch was made, followed by washing away debris with PBS. Subsequently, fresh nutrient medium containing the inducer and a mixture of pro-inflammatory cytokines (IFNγ, TNFα, and IL17 at concentrations of 20, 25, and 100 ng/mL, respectively) was added. The cell density index was evaluated dynamically over a total duration of 240 h (10 days), with replacement of the medium containing the inducer every 48–72 h.

## 5. Conclusions

Our investigation revealed that IQGAP3 knockdown inhibits several key pathways induced by cytokine stimulation, including EGFR signaling, ERK1/2 activation and death receptor-mediated apoptotic signaling, such as TNFα-TNFR signaling. Moreover, IQGAP3 knockdown affects the production of IL-6 and IFNγ and disturbs the balance between cell proliferation and apoptosis in skin cells, leading to changes in cornification and skin barrier functions. 

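Genes of death receptor apoptosis rose in part with cytokines in both lines. The receptors of the ligand TRAIL, TNFRSF10B (log2 fold change 1.71, adjusted p = 3.59e-08, and 1.76, adjusted p = 4.34e-09) and, in HaCaT_sh, TNFRSF10A (1.93, adjusted p = 2.05e-08) rose. Caspase 8, CASP8, rose in HaCaT_ctrl (1.21, adjusted p = 2.52e-07), and PMAIP1, which binds anti-apoptotic proteins, in both lines (2.41, adjusted p = 1.38e-07, and 2.05, adjusted p = 1.97e-09). TRAIL itself, TNFSF10, fell in HaCaT_ctrl (-6.32, adjusted p = 6.81e-10). Of 24 genes, 5 rose and 2 fell in HaCaT_ctrl (5 and 2 adjusted over the list alone; median 0.15, and -0.06 by library size alone), and 8 of 25 rose and 4 fell in HaCaT_sh (8 and 4 adjusted over the list alone). With cytokines present in both lines 2 of 24 were higher in HaCaT_sh+cyto and the other 22 did not pass (2 adjusted over the list alone), TNFSF10 (2.44, adjusted p = 0.00140) and the decoy receptor TNFRSF10D. TNFRSF10D was at 0.0202 ± 0.0350 CPM in HaCaT_ctrl+cyto and 10.5 ± 0.237 in HaCaT_sh+cyto. The interaction was higher for TNFSF10 (2.11, adjusted p = 0.00158) and the other 23 of 24 did not pass (1 adjusted over the list alone). The count between the stimulated lines was 1 without HaCaT_ctrl+cyto replicate 2, where TNFSF10 had 2.26, adjusted p = 0.0109. Receptors of the added cytokines and their adaptors rose in 2 of 11 and fell in 2 in HaCaT_ctrl (2 and 2 adjusted over the list alone; by library size alone 1 higher), and rose in 1 and fell in 3 in HaCaT_sh (1 and 3 adjusted over the list alone), where the TNF receptor TNFRSF1A had -1.29, adjusted p = 1.65e-06. IL17RD, which restrains IL-17 signalling, was the 1 of 10 that was higher between the stimulated lines (1.83, adjusted p = 0.00103; 1 adjusted over the list alone), and the count that rose in HaCaT_ctrl was 1 without HaCaT_ctrl replicates 2 or 3 or HaCaT_ctrl+cyto replicates 1 or 3.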

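Integrins changed in both directions with cytokines. ITGA5, the alpha chain of the fibronectin receptor, rose with a log2 fold change of 3.93 (standard error 0.0950, adjusted p = 5.67e-10) in HaCaT_ctrl and 4.66 (standard error 0.11, adjusted p = 1.48e-10) in HaCaT_sh, and ITGA2, a collagen receptor, with 2.12 (standard error 0.10, adjusted p = 2.61e-08) and 1.87 (standard error 0.0873, adjusted p = 1.34e-08). ITGB6 fell (-2.43, adjusted p = 1.45e-09, and -2.08, adjusted p = 2.34e-09). Of 15 integrins, 5 rose and 4 fell in HaCaT_ctrl (5 and 4 adjusted over the list alone), and 4 rose and 3 fell in HaCaT_sh (4 and 3 adjusted over the list alone). When both lines were stimulated edgeR called 0 of 14 integrins, with 3 higher and 0 lower at an unadjusted p under 0.05, and 1 by edgeR's likelihood ratio test, 1 by its exact test, 0 by DESeq2 and 0 by limma-voom. For the interaction, the value was higher for 1 of 15, ITGB8 (1.23, adjusted p = 5.71e-04; 1 adjusted over the list alone), and the other 14 did not pass. In integrin signalling, 6 of 23 rose and 4 fell in HaCaT_ctrl (6 and 4 adjusted over the list alone), and 5 rose and 6 fell in HaCaT_sh (5 and 6 adjusted over the list alone). In HaCaT_sh+cyto against HaCaT_ctrl+cyto edgeR called 0 of 22 genes of integrin signalling, with 4 higher and 6 lower at an unadjusted p under 0.05, and edgeR's likelihood ratio test, its exact test, DESeq2 and limma-voom called 0 too. Extracellular matrix genes, some of which encode ligands of integrins, were higher in HaCaT_sh+cyto for 7 of 42 and the other 35 did not pass (8 adjusted over the list alone; camera adjusted p = 0.00322, and adjusted p = 0.298 with an estimated correlation), with 1 without HaCaT_sh+cyto replicate 2 lower. They included fibrillin FBN2 (3.00, adjusted p = 4.06e-05) and the laminins LAMB1 (1.45, adjusted p = 4.74e-04) and LAMA4 (2.68, adjusted p = 0.00109). Of the fibroblast markers, a list that shares members with this one, 1 was higher as well, and 0 without HaCaT_ctrl+cyto replicate 2. Among cadherins and protocadherins, 4 of 22 rose and 10 fell with cytokines in HaCaT_ctrl (4 and 10 adjusted over the list alone), and 6 of 23 rose and 10 fell in HaCaT_sh (6 and 10 adjusted over the list alone), where E-cadherin, CDH1, had 1.39, adjusted p = 6.93e-09.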

Given the crucial role of tight cell-to-cell contacts in keratinocytes, alterations in integrin-mediated signaling also contribute to the observed differences. However, the background activation of MAPK and NFkB signaling suggests that IQGAP3 is not the optimal target for therapeutic inhibition. This conclusion is also based on the diversity and number of pathways mediated by IQGAP3, indicating that targeting this protein alone is not sufficient to address the complex pathogenesis of psoriasis.

## Figures and Tables

**Figure 1:**
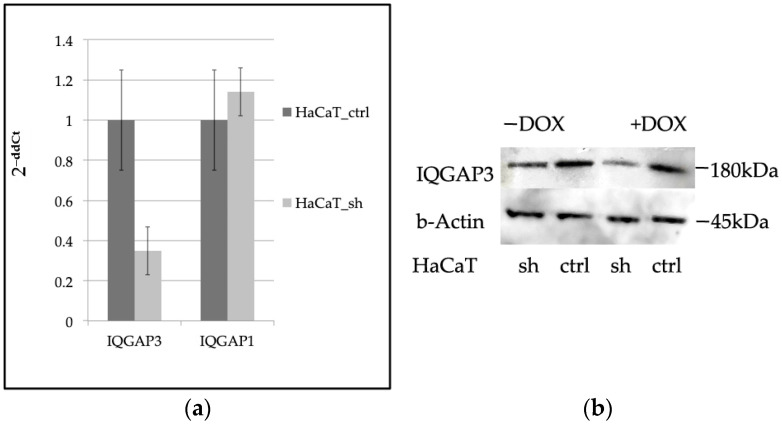
(**a**) qPCR evaluation of the expression levels of *IQGAP3* and *IQGAP1* in HaCaT_sh vs. HaCaT_ctrl, (*n* = 3, mean ± S.D.); (**b**) Western blot evaluation of the expression levels of IQGAP3 in HaCaT_sh vs. HaCaT_ctrl. Anti-IQGAP3 antibodies, H00128239-M01 NovusBio; anti-β-Actin antibodies #4970 Cell Signaling.

**Figure 2:**
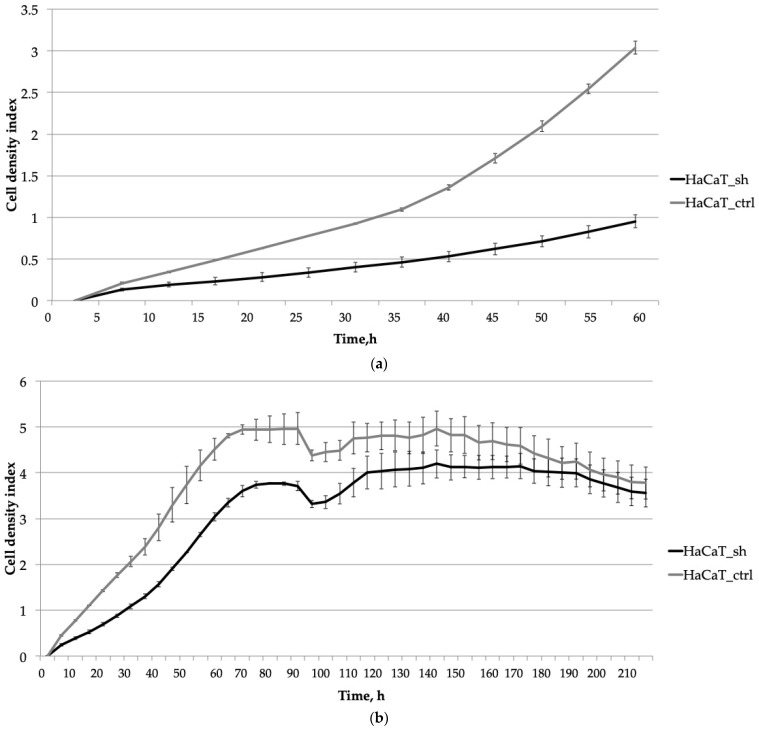
The impact of the *IQGAP3* knockdown on the growth dynamics of HaCaT keratinocytes was assessed at different stages of cultivation: (**a**) Initial stages of cultivation (0–60 h): The curves represent the average cell density of three replicates with standard deviation (±sd). (**b**) Prolonged cultivation until plateau (0–70 h) plus wound healing and cell culture aging (95–210 h): similarly, the curves depict the average cell density of three replicates with standard deviation (±sd).

**Figure 3:**
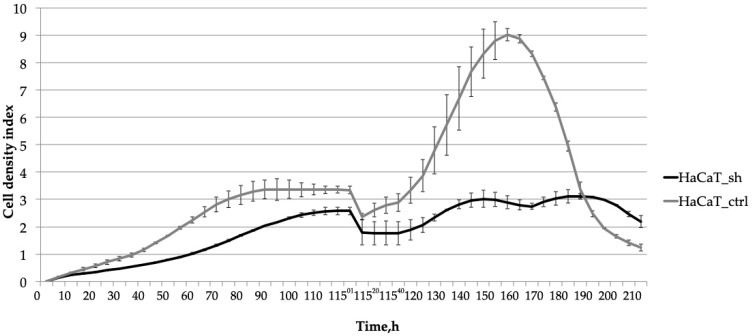
The effect of the *IQGAP3* knockdown on the growth dynamics of HaCaT keratinocytes under inflammatory environment: the cells were cultivated until plateau (0–75 h); the culture was wounded at the time point 115 h and stimulated with inflammatory cytokines (IL-17, TNFa, IFNg) and cultivated for the next 95 h. The curves represent the average cell density of three replicates ± sd.

**Figure 4:**
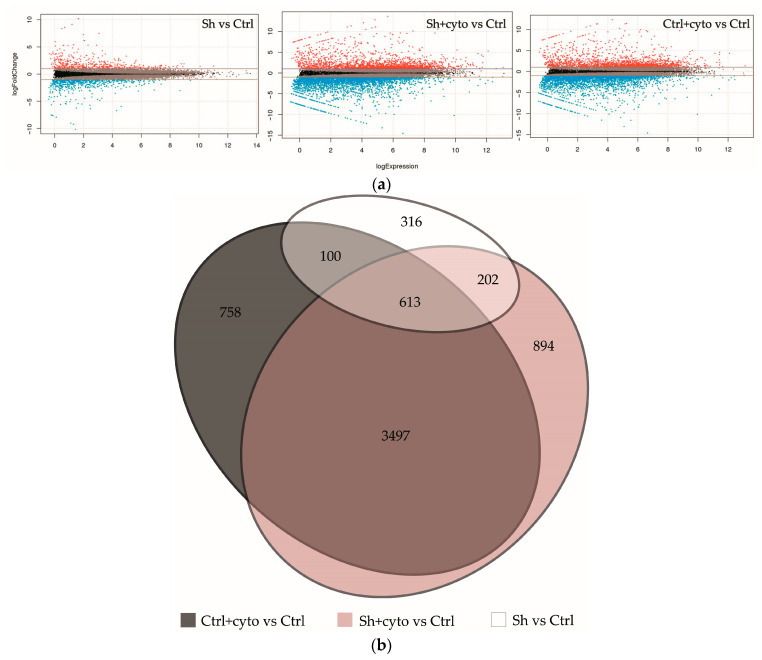
Transcriptomic changes in keratinocytes with *IQGAP3* knockdown. (**a**)—MA plots visualizing log2 fold-change for all of the transcripts detected in each comparison. (**b**)—Venn diagram showing the extent of overlap among the differentially expressed genes with ≥2-fold increase/decrease from each comparison (FDR < 0.01).

**Figure 5:**
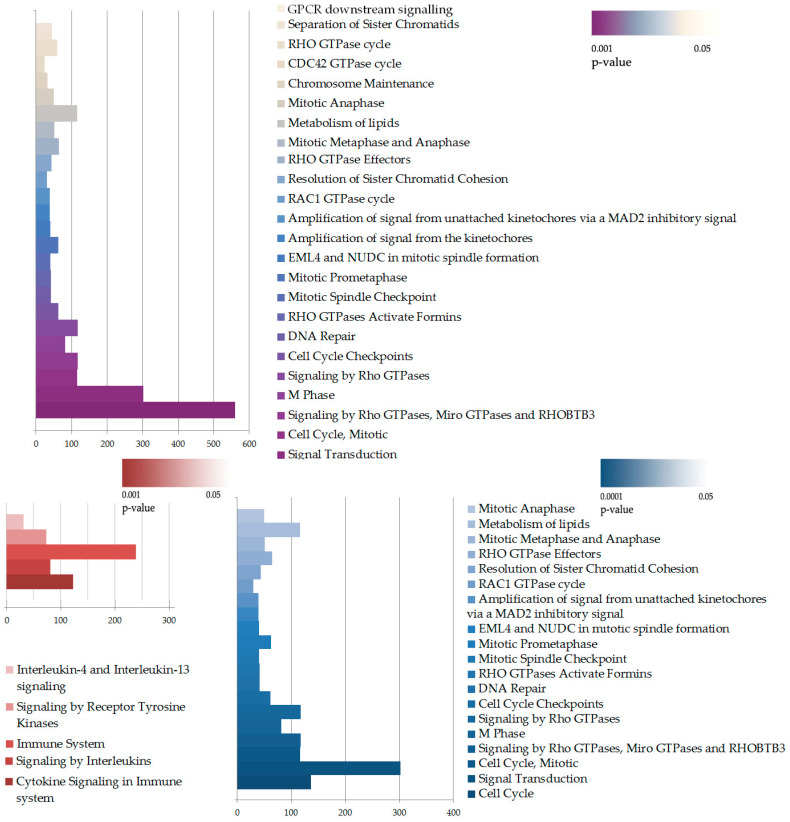
Pathway enrichment analysis of DEGs in HaCaT_sh+cyto vs. HaCaT_ctrl+cyto. The enrichment was performed with complete DEG lists (upper panel) or separately upregulated (red, lower panel) and downregulated (blue, lower panel) DEGs. The size of the bar illustrates number of DEGs in the pathway, while the color indicates *p*-value of the enrichment.

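Keratin 16, S100A7 and the interferon-induced OASL were higher in HaCaT_sh+cyto than in HaCaT_ctrl+cyto, and SERPINB3 was lower. KRT16, a keratin of activated keratinocytes, was at 4.27 ± 1.47 CPM in HaCaT_ctrl+cyto and 55.2 ± 2.91 CPM in HaCaT_sh+cyto, a log2 fold change of 3.70 (standard error 0.18, adjusted p = 7.35e-06). S100A7, psoriasin, had 2.66 (standard error 0.30, adjusted p = 4.40e-04), and SERPINB3 had -1.70 (standard error 0.11, adjusted p = 1.93e-05). Of 12693 genes tested, 317 were higher and 207 lower. Without HaCaT_ctrl+cyto replicate 2 these counts were 196 and 122. Among the largest increases were amelotin, AMTN (5.72, adjusted p = 9.75e-09), and C1QL2, a secreted C1q-like protein (5.99, adjusted p = 2.41e-05). Neurofilament NEFL had 5.02, adjusted p = 7.51e-05, and OASL, an antiviral protein, had 2.44, adjusted p = 1.19e-04. Among the largest decreases were myosin MYO5C (-4.24, adjusted p = 4.78e-06) and MAP1B, which binds microtubules (-4.79, adjusted p = 8.83e-05), and the calcium channel RYR1 had -1.70, adjusted p = 1.61e-05. SIMC1, which binds SUMO, had no count in HaCaT_sh+cyto and was at least 137-fold lower, with 3 counts over the group as the floor. Of 20 psoriasis-associated antimicrobial proteins and alarmins, 7 were higher and 2 lower (7 and 2 adjusted over the list alone), and these counts were 4 without HaCaT_ctrl+cyto replicate 2 for the higher and 1 without HaCaT_sh+cyto replicates 1 or 3 for the lower genes. Among 13 S100 proteins, 3 were higher and 1 lower (3 and 1 adjusted over the list alone; camera adjusted p = 0.00394, and adjusted p = 0.471 with an estimated correlation), a higher count that was 1 without HaCaT_ctrl+cyto replicate 2 and a lower count that was 0 without HaCaT_ctrl+cyto replicates 1, 2 or 3 or HaCaT_sh+cyto replicates 1, 2 or 3. Genes that differed between the lines without cytokines were partly called here as well. Of the 1217 called there, 764 were tested in both comparisons, and 255 of these were called here. Among the 255, 142 were higher in both comparisons, 103 lower in both and 10 opposite. Over the 12269 genes tested in both, independent sets would share 7.97 higher and 5.72 lower genes.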

**Figure 6:**
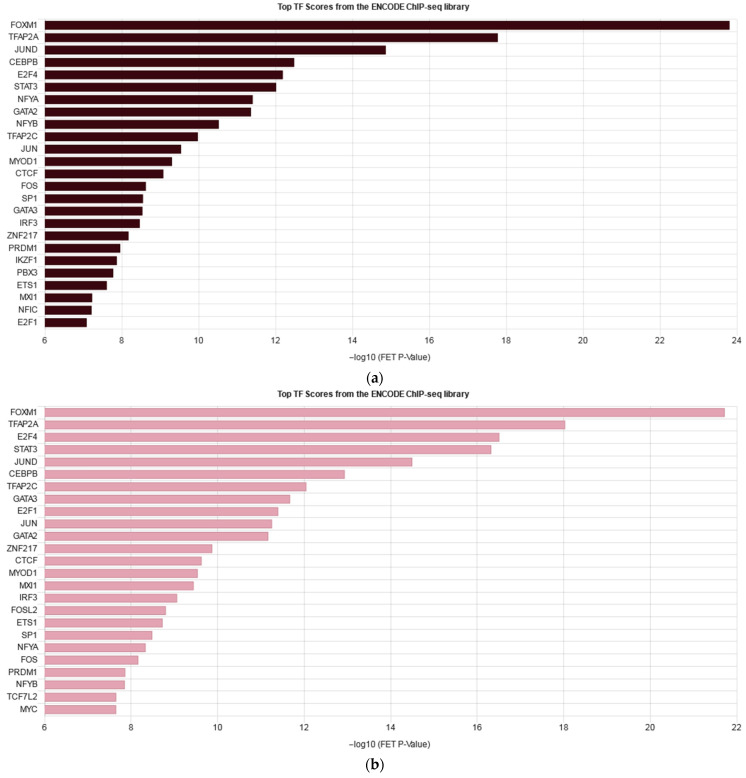
Enrichment bars listing top 25 transcription factors regulating DEGs in HaCaT_ctrl+cyto (**a**) and HaCaT_sh+cyto (**b**) according to the ENCODE project.

**Figure 7:**
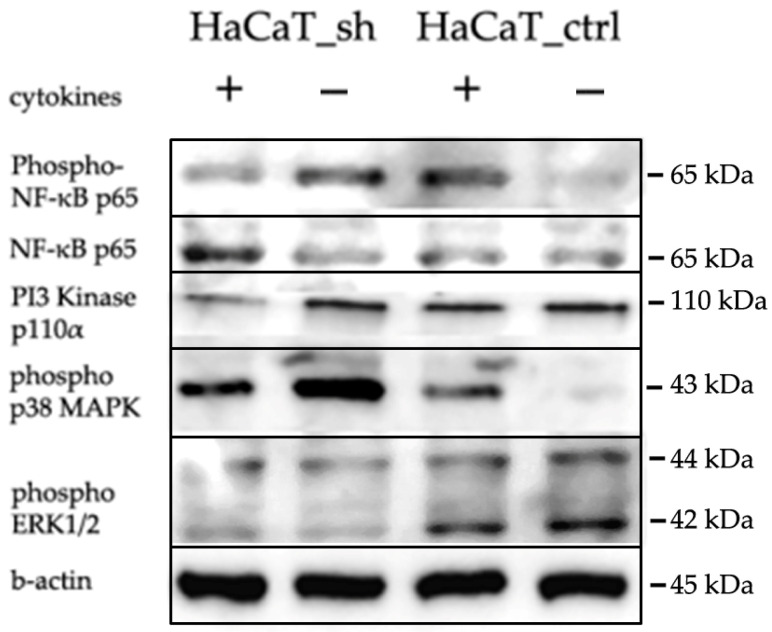
WB analysis of the *IQGAP3* knockdown effects in HaCaT cells following cytokine stimulation (IL-17, TNFa, IFNg). Antibodies: anti-IQGAP3, H00128239-M01 NovusBio; Cell Signaling anti-β-Actin, #4970; anti-NFkB p65, #6956; anti-phospho-NFkB p65, #3033; anti-phospho-p44/42 MAPK (Erk1/2), #4370; anti-phospho-p38 MAPK, #4511; anti-PI3K p110α.

**Table 1:** Gene ontologies enriched solely in either HaCaT_ctrl or HaCaT_sh under cytokine stimulation.

GO Enriched Only in HaCaT_Ctrl + Cyto				GO Enriched Only in HaCaT_sh + Cyto			
GO ID	Term	% of DEGs	FDR	GO ID	Term	% of DEGs	FDR
GO:0070373	negative regulation of ERK1 and ERK2 cascade	0.78	0.000178	GO:0050679	positive regulation of epithelial cell proliferation	1.45	0.010
GO:0051781	positive regulation of cell division	0.74	0.012	GO:0031099	regeneration	1.26	0.024
GO:0008625	extrinsic apoptotic signaling pathway via death domain receptors	0.67	0.006	GO:0010634	positive regulation of epithelial cell migration	1.22	0.006
GO:0006692	prostanoid metabolic process	0.47	0.013	GO:0051092	positive regulation of NF-kappa B transcription factor activity	1.15	0.005
GO:1900744	regulation of p38MAPK cascade	0.43	0.022	GO:1904019	epithelial cell apoptotic process	0.98	0.018
GO:1900745	positive regulation of p38MAPK cascade	0.34	0.020	GO:0002821	positive regulation of adaptive immune response	0.94	0.013
GO:0038134	ERBB2-EGFR signaling pathway	0.16	0.016	GO:0032649	regulation of interferon-gamma production	0.85	0.022
				GO:0007229	integrin-mediated signaling pathway	0.85	0.036
				GO:0002224	toll-like receptor signaling pathway	0.83	0.040
				GO:0032755	positive regulation of interleukin-6 production	0.72	0.038
				GO:0031424	keratinization	0.70	0.043
				GO:0032088	negative regulation of NF-kappa B transcription factor activity	0.66	0.048
				GO:0032689	negative regulation of interferon-gamma production	0.41	0.024
				GO:0010837	regulation of keratinocyte proliferation	0.41	0.038
				GO:0033561	regulation of water loss via skin	0.38	0.384
				GO:0061436	establishment of skin barrier	0.36	0.001
				GO:0043276	anoikis	0.34	0.025
				GO:0070268	cornification	0.28	0.001

## Data Availability

All authors confirm that all data and materials support their published claims and comply with field standards and are included in this article and Supplementary Materials. The datasets used and analyzed during the current study were submitted to GEO database and now are available as GSE248548.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25084545/s1.

How the deposited data were processed for this re-analysis (not part of the article)

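The deposited data are RNA sequencing of 12 libraries of HaCaT keratinocytes, 3 each of HaCaT_ctrl, HaCaT_sh, HaCaT_ctrl+cyto and HaCaT_sh+cyto, all grown with doxycycline. The groups follow the deposited sample labels, and no library was left out or pooled. The authors trimmed reads with Cutadapt (quality 10 at both ends, minimum length 25) and mapped them with STAR to the human genome hg19 and its Gencode annotation. The program that counted reads per gene, its strand setting, the tool versions, the sequencing dates and any batches are not given in the sources used here. The authors deposited 2 tables. The first holds whole-number counts per gene, 57370 genes by 12 libraries, and the values given here were computed from it. The second, deposited by the authors as CPM, is a signal and not plain CPM (counts scaled to the library's total), because within each library its values are the count times 1 constant and its columns sum to between 921506 and 1114780, which is how edgeR's TMM-scaled CPM are formed. It holds 13264 genes and was used only to check the scaling, whose library sizes lay between 1.01715 and 1.01886 times the TMM sizes here. Raw reads were not used here.

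Gene names came from the Gencode table of the reference set for 55010 genes and from the paper's Supplementary File S2 for 73 more, and 2287 genes had no name. Total counts per library ranged from 13079055 to 17308021. The common biological coefficient of variation was between 4.65% and 11.0% in the 6 fits. Genes with low counts, and folds against a group with no count, are imprecise, and such a fold is given as a bound with 3 counts over the group as the floor.

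Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Each comparison used the libraries of its 2 groups, genes with at least 1 CPM in at least 50% of them, TMM scaling and edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all tested genes. Adjusted p-values of genes are those of edgeR unless another tool is named. A gene was called at an adjusted p below 0.01 and at least 2-fold. The 5 comparisons were HaCaT_sh against HaCaT_ctrl, HaCaT_ctrl+cyto against HaCaT_ctrl, HaCaT_sh+cyto against HaCaT_ctrl, HaCaT_sh+cyto against HaCaT_sh and HaCaT_sh+cyto against HaCaT_ctrl+cyto. The difference of the cytokine responses of the lines was tested as an interaction over all 12 libraries. The size of the response was the median absolute log2 fold change of mean log2 CPM (prior count 2) over genes tested in both responses and called in at least 1, compared between the lines by permuting the line within each state. For single genes, 3 against 3 libraries were compared with a two-sided exact permutation test, which cannot give a p under 0.1.

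Hand-written lists of genes, 42 in all, stood for the pathways that the paper names, since its enrichment tool was not used here. Where the paper named a pathway from its enrichment, it drew on these same libraries. Counts and tests of such a list are therefore no independent support for that pathway. Members higher, lower and not called were counted, adjusted over all genes and over the list alone. Lists with at least 5 tested members in a fit were tested with camera (preset correlation 0.01), adjusted over 216 tests, and with camera at an estimated correlation and fry. Camera tests a list against other genes, and fry tests it against no change. The named genes are those that the paper measured in RNA, the 8 largest increases and the 8 largest decreases of each comparison among called protein-coding genes with groups that do not overlap and a mean of at least 5 CPM in the higher group, up to 4 called members of each list with the smallest p (or 2 where none was called), and every called member of a list with 5 or fewer. Parts of the paper's supplementary tables had been opened before this rule was written, so some of these values had been seen. Some genes and a gene list that this rule gives are not reported here. The comparisons, lists, naming rule, thresholds and most alternatives were fixed before the data were examined.

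The alternatives tried were edgeR's likelihood ratio and exact tests, DESeq2, limma-voom, RLE scaling and library size alone, no filter and edgeR's filterByExpr, a test against a 2-fold change, an FDR of 0.05, all 12 libraries in 1 fit, replicate number as a block and leaving out each library in turn, with the genes tested kept as in the full set, a form set after values with a new filter had been seen. For the interaction, the exact test compares only 2 groups and all 12 libraries are already in the fit, so neither was added. The procedure was tested on simulated data with 100 genes changed by 1.5 and 100 by 3 on the log2 scale. They went equally up and down and were drawn from genes with a mean of at least 3 CPM. At a log2 change of 1.5 the procedure recovered 100% of the genes in each of the 5 comparisons and 98% in the interaction, with at most 2 false calls. With cytokines many more genes changed, 4907 of 13687 in HaCaT_ctrl, so the simulation does not test the scaling in those comparisons. Splits of the libraries were counted as described below, 10 for 3 against 3 and 100 drawn relabelings for the interaction. Growth, protein and qPCR measurements were not analysed here.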

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

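The tests of exchanged libraries, of the share of dividing cells, of copy number as the whole cause, of GC content, of library scaling and of abundant genes were chosen after the result was seen.

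IQGAP3, the target of the hairpin, had a log2 fold change of 0.50 (standard error 0.0612, adjusted p = 4.68e-06) between the unstimulated lines, while the paper's qPCR and Western blot, from other cultures, show less of it in HaCaT_sh. The values argue against an exchange of the unstimulated libraries between the lines, since 96.1% of the genes called in both line comparisons, which share no library, had the same sign. An exchange of the lines in all libraries cannot be told apart from the labels as given, because IQGAP3 went opposite ways in the states, so that either assignment leaves 1 state with more of it in the line with the hairpin. With cytokines IQGAP3 had -1.44 (standard error 0.35, adjusted p = 0.0158) in HaCaT_sh+cyto, in the direction of the labels, without passing the threshold. It passed without HaCaT_ctrl+cyto replicate 1 (-1.72, adjusted p = 0.00226), and its adjusted p went from 6.76e-04 to 0.0656 over its alternatives. These values rest on few counts, 13 to 20 per library in HaCaT_sh+cyto and 29 to 67 in HaCaT_ctrl+cyto. The G2/M and spindle genes had a median of -0.32 in that comparison, the same direction, so this fall does not tell the hairpin from a difference in dividing cells. The paper states that its qPCR of IQGAP3, S100A8 and FOSL1 showed changes similar to those in the sequencing, without naming a comparison there. For IQGAP3 between the unstimulated lines its own sequencing does not bear this out. IQGAP3 is not among the 1220 genes past the thresholds in the paper's table, while its fall by the paper's qPCR was larger than 2-fold. A larger share of dividing cells in HaCaT_sh is a candidate for the rise of IQGAP3 without cytokines, and it stays undecided. The log2 fold change of IQGAP3 lay inside the range of the 36 genes of G2/M and the spindle, -0.40 to 0.85, of which 32 lay above 0. It was higher than most of them, as 83.3% lay at or under it and their median was 0.27. The paper's growth curves, from other cultures, run the other way, with slower growth of HaCaT_sh. The effect of the hairpin itself, which the design names, stays open, since it differs between the lines together with everything else that does.

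Of the genes called in both line comparisons, 245 differed in the same direction without and with cytokines. Of the 241 of them in windows of neighbouring genes, 11.6% lay in the 35 windows whose median was beyond 0.3 with the same sign in both states. Those windows held 5.91% of all genes in windows. This does not decide whether copy number is the whole cause, since a median of 20 genes cannot show a change of a few genes. Smaller shifts, such as that of chromosome 7 (median -0.29 and -0.28), also lie under that bound. GC content is argued against. The trend of the log2 fold change with it, fitted over 12026 genes, was at most 0.0829 in size at the GC content of the 242 of the 245 that have one. The changes of these genes are 2-fold or more, and 236 of them were past 2-fold in both states with the trend removed. Copy number differences between the lines are a candidate explanation for a part, since the medians of 592 windows of 20 genes correlated between the states (r = 0.808, against a mean of 0.435 after shuffling the genes). The SD of those medians was 0.186 without and 0.181 with cytokines, against 0.103 and 0.0894 after shuffling (permutation p = 9.99e-04 for each, the smallest that 1000 shuffles can give). The hairpin, which differs between the lines in the same libraries, stays open and was not tested apart from the line.

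All 36 tested genes of G2/M and the mitotic spindle fell with cytokines in both lines. Scaling of the libraries is argued against, since without TMM their median log2 fold change was -3.62 in the line where it lay closer to 0, and so are a few genes taking most of the counts, since the 10 most abundant genes of a library held at most 8.15% of its counts. A single library deciding the fall is argued against as well, since 36 of the genes fell without any 1 of the libraries compared. An effect of the cytokine mix, the condition that the design names, stays open, and this was found and tested on the same libraries.

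Responses that differed between the lines in the interaction test, with 186 genes higher and 163 lower in HaCaT_sh, were picked out for that difference. With the lines relabelled within each state, 3 of 100 drawn relabelings, the real one included, called as many as the real 349 genes, and the highest other called 2179, several times the real count. This share does not decide whether chance can be excluded, since the samples are structured by line, and a relabeling that exchanges unequal numbers of libraries in the states turns the difference between the lines into an interaction. The highest other exchanged 3 of 3 libraries of each line with and 0 without cytokines, and 80 of the 99 other relabelings called 0 genes in edgeR at these thresholds. For the comparisons of 3 against 3 libraries the 10 possible splits are too few for a share under 0.05, and in each of them only the real split, 1 of 10, called as many genes, 1217, 4907, 5169, 4840 and 524 for HaCaT_sh against HaCaT_ctrl, HaCaT_ctrl+cyto against HaCaT_ctrl, HaCaT_sh+cyto against HaCaT_ctrl, HaCaT_sh+cyto against HaCaT_sh and HaCaT_sh+cyto against HaCaT_ctrl+cyto, with 0 genes at an adjusted p under 0.01 and 2-fold in edgeR in the highest other split. IQGAP3 was picked out because its response to cytokines differed between the lines in that test (-1.95, adjusted p = 7.59e-04). S100A8 was picked out in the same way (3.61, adjusted p = 4.22e-05). Genes that answer type I interferons, which the paper does not discuss, were picked out because 13 of 31 rose with cytokines in HaCaT_ctrl and 2 fell (13 and 2 adjusted over the list alone; camera adjusted p = 0.00350, and adjusted p = 0.562 with an estimated correlation), among them IFIH1 (1.74, adjusted p = 1.68e-08) and IFIT5 (1.61, adjusted p = 1.79e-08). Groups of 3 libraries were not tested for single samples far from the others.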

How the results depend on the processing

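For named genes other than IQGAP3, IQGAP1, S100A8 and FOSL1, the alternatives in this part were chosen after the result was seen, and the fits without 1 library were changed after values were seen so that the genes tested stay those of the full set. Of 329 recomputed values of 21 results (counts of genes, their overlap, the size of the response, IQGAP3 and the number of gene list tests), 302 kept their direction, their side of the threshold or, for counts, stayed within 1.5 times. Testing against a 2-fold change, stricter by construction, gave 231 and 245 genes higher and lower in HaCaT_sh against HaCaT_ctrl, 1326 and 1332 higher with cytokines in HaCaT_ctrl and HaCaT_sh, 81 and 46 in HaCaT_sh+cyto against HaCaT_ctrl+cyto and 24 and 12 for the difference of the responses. With no filter, where more genes are tested, these last were 549 and 391 and 284 and 282, and with an FDR under 0.05, wider by construction, the last was 283 and 250. Leaving out 1 library gave 196 (without HaCaT_ctrl+cyto replicate 2) to 331 (without HaCaT_ctrl+cyto replicate 1) higher and 122 (without HaCaT_ctrl+cyto replicate 2) to 264 (without HaCaT_ctrl+cyto replicate 1) lower in HaCaT_sh+cyto against HaCaT_ctrl+cyto, where 131 were lower without HaCaT_sh+cyto replicate 1, and 137 (without HaCaT_sh replicate 3) to 242 (without HaCaT_ctrl+cyto replicate 1) higher and 119 (without HaCaT_ctrl replicate 2) to 238 (without HaCaT_ctrl+cyto replicate 1) lower for the difference of the responses. The difference in the size of the response between the lines (exact permutation test) went from -0.0113 (without HaCaT_ctrl+cyto replicate 3) to 0.0457 (without HaCaT_ctrl+cyto replicate 1) and reversed at -0.00906 (p = 0.845), -0.0113 (p = 0.815) and -5.90e-04 (p = 0.985) without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1, and with HaCaT_ctrl as the control of both lines it passed at 0.0863 (p = 0.0100); the cause was not tested. IQGAP3 in HaCaT_sh+cyto against HaCaT_ctrl+cyto (-1.44, adjusted p = 0.0158) passed with edgeR's likelihood ratio test (-1.43, adjusted p = 6.76e-04), DESeq2 (-1.43, adjusted p = 0.00355) and without HaCaT_ctrl+cyto replicate 1 (-1.72, adjusted p = 0.00226), adjusted p from 6.76e-04 to 0.0656 over its alternatives, and without 1 library its log2 fold change went from -1.72 (without HaCaT_ctrl+cyto replicate 1) to -1.27 (without HaCaT_sh+cyto replicate 3); the cause was not tested.

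Of 216 gene list tests 46 passed in camera with its preset correlation, and 0 with an estimated correlation (lowest adjusted p = 0.270), 115 with fry (38 of the 46), which tests a list against no change and not, as camera does, against other genes, and, without the filter, 73 of 239 (46 of the 46), so each of the 46 depends on the correlation taken between genes. Another sign in fry is no reversal of a camera test, since fry asks another question. The list tests with another sign than in the main test were EGFR family, ligands and adaptors, HaCaT_sh+cyto vs HaCaT_ctrl+cyto (no filter adjusted p = 0.665; 0.457 to 0.983 over its alternatives); basal keratinocyte, HaCaT_ctrl+cyto vs HaCaT_ctrl (fry adjusted p = 0.729; 0.729 to 0.971 over its alternatives); epithelial-mesenchymal transition markers, HaCaT_ctrl+cyto vs HaCaT_ctrl (library size alone adjusted p = 0.947, no filter adjusted p = 0.974; 0.190 to 0.974 over its alternatives); epithelial-mesenchymal transition markers, HaCaT_sh+cyto vs HaCaT_ctrl+cyto (fry adjusted p = 0.979, library size alone adjusted p = 0.890, a replicate block adjusted p = 0.945; 0.575 to 0.990 over its alternatives); keratinocyte differentiation and cornified envelope, HaCaT_ctrl+cyto vs HaCaT_ctrl (a replicate block adjusted p = 0.383; 0.290 to 0.947 over its alternatives); the cause was not tested. Of 307 results for named genes, 306 kept direction and side of the threshold with the likelihood ratio test, 305 with DESeq2, 298 by library size alone and 302 with a replicate block, and of 2040 values without 1 library 1970 did, 67 no longer passed, 3 newly passed and 0 reversed, all others keeping their direction. Many named genes were picked for large changes or small p in these libraries, so these shares do not describe called genes in general. Of all genes called between the stimulated lines, 60.1% (without HaCaT_ctrl+cyto replicate 2) to 89.1% (without HaCaT_ctrl+cyto replicate 1) stayed called without 1 library. With the group means removed, same-numbered libraries of 2 groups correlated with r from -0.135 to 0.197, and 0 to 4 of 6 libraries of a pair of groups correlated best with their own number, so the numbers do not pair the libraries, and a replicate block gave 260 and 150 genes higher and lower in HaCaT_sh+cyto against HaCaT_ctrl+cyto. The smallest library holds 13079055 counts, so genes under 1 CPM, IQGAP2 among them, were left untested, and a fold against a group with no count is a bound.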

Differences from the paper's values

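The comparison with the figure and with the paper's table of genes was chosen after the result was seen. The paper's qPCR gives IQGAP3 mRNA in HaCaT_sh at 35% of HaCaT_ctrl (the paper's value), and the counts gave 142%. The samples are unlike, since the paper describes separate cultures for that qPCR, lysed after 72 h with doxycycline, and for RNA sequencing 24 h with doxycycline before a change of medium and 72 h more. The alternatives set before the data were examined, among which the form of the fits without 1 library was changed after values were seen, left it apart from the paper's value too, at 142% with edgeR's likelihood ratio test, 142% with DESeq2, 135% by library size alone, 141% with a replicate block and 135% to 147% without 1 library, and none of them closed the gap. With cytokines IQGAP3 had a log2 fold change of -1.44 between the lines (adjusted p = 0.0158), in the direction of the paper. It passed the thresholds with edgeR's likelihood ratio test, with DESeq2 and without HaCaT_ctrl+cyto replicate 1 (-1.72, adjusted p = 0.00226), with adjusted p from 6.76e-04 to 0.0656 over its alternatives. Its counts there were low, 13 to 20 per library in HaCaT_sh+cyto and 29 to 67 in HaCaT_ctrl+cyto. The log2 fold changes of IQGAP3 of -4.44 in HaCaT_ctrl+cyto and -5.90 in HaCaT_sh+cyto, both against HaCaT_ctrl, match the paper's table to within 0.01, as do those of S100A8 without cytokines (-1.94) and in HaCaT_ctrl (-3.36). Between the unstimulated lines IQGAP3 is not among the 1220 genes past the thresholds in the paper's table. The gap to the qPCR thus lies in the paper's own sequencing results as well.

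At the paper's thresholds, the paper's text counts 1231 genes between the unstimulated lines, 529 higher and 702 lower, against 521 and 696 here, and its Supplementary File S2 lists 1235 genes, of which 1220 are past its thresholds (522 higher and 698 lower). Of those, 1216 were called here and 4 were not, DKK1 (-0.9994, adjusted p = 1.10e-07, just short of 2-fold), LINC00526 (1.06, adjusted p = 0.0134), NGEF (-1.01, adjusted p = 0.0176) and RP11-16P6.1 (-1.02, adjusted p = 0.0128). They were chosen after their values were seen, as was SLC25A20 (-1.0001, adjusted p = 7.72e-04), called here and not past the thresholds in the paper's table. edgeR's likelihood ratio test called 4 of the 4, its exact test 4, no filter 3, FDR under 0.05 3, library size alone 2, the replicate block 2, limma-voom 1, all 12 libraries in 1 fit 1, and the fits without HaCaT_sh replicate 1 and without HaCaT_sh replicate 2 called 2 each and the fit without HaCaT_ctrl replicate 2 called 1. The other 2 sheets are held in part only, so their calls were not compared. Only the values of IQGAP3 and S100A8 above were set beside those they hold.

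In Fig. 5 the longest bar for HaCaT_sh+cyto against HaCaT_ctrl+cyto counts about 560 genes in all, about 300 lower and about 240 higher, read by eye, where 524 genes were called here in total, 207 lower and 317 higher. The bar counts the genes of a pathway, so these are not the same measure. Such genes are a part of the genes called, so the paper's own list would be at least as long as the bar. A total here near the bar's count therefore does not show which settings the paper used. The total reached or passed about 560 with edgeR's likelihood ratio test (681) and exact test (673), DESeq2 (570), no filter (940), filterByExpr (572), FDR under 0.05 (688), all 12 libraries in 1 fit (648) and without HaCaT_ctrl+cyto replicate 1 (595) and was 539 by library size alone, and the lower genes came to about 300 with FDR under 0.05 (298), edgeR's likelihood ratio test (293) and exact test (290), were 275 with all 12 libraries in 1 fit, and passed it with no filter (391). The higher genes came to about 240 without HaCaT_ctrl+cyto replicate 3 (229), HaCaT_sh+cyto replicate 1 (237) or HaCaT_sh+cyto replicate 3 (231) and with a replicate block (260). Without HaCaT_ctrl+cyto replicate 2 or HaCaT_sh+cyto replicate 1 the lower genes were 122 and 131, and without HaCaT_ctrl+cyto replicate 2 the higher genes were 196.

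The paper describes the changes of gene expression with cytokines as less prominent on average in the knockdown cells. The median absolute log2 fold change differed by 0.00904 between the lines (HaCaT_sh minus HaCaT_ctrl, exact permutation p = 0.855). The paper's pair of comparisons gave 0.0863 (p = 0.0100), but it also holds the difference between the unstimulated lines. Relabelings can carry that difference into the responses, so these p-values do not decide whether the sizes differ. For the responses against each line's own libraries, the difference was -0.00906, -0.0113 and -5.90e-04 without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1. These values lay toward the paper's direction, with p = 0.845, 0.815 and 0.985. The largest move without 1 library was away from the paper's direction, to 0.0457 (p = 0.0750) without HaCaT_ctrl+cyto replicate 1. More genes changed in the paper's pair for HaCaT_sh, 5169 against 4907, as the paper states, and 4840 in HaCaT_sh+cyto against HaCaT_sh. The paper reports faster growth of control cells with the cytokines, from a cell density index followed over days in confluent layers that had been scratched. The RNA came from other cultures, for which no scratch is described, after 72 h with cytokines. There 36 of 36 genes of G2/M and the spindle fell in HaCaT_ctrl and 36 of 36 in HaCaT_sh, a measure of mRNA at 1 time and not of growth. The paper reports proliferation among the terms of the genes that the knockdown lowered. Between the unstimulated lines edgeR called 0 of the 36 genes lower, with 25 higher and 2 lower at an unadjusted p under 0.05 and 0 by its likelihood ratio and exact tests, DESeq2 and limma-voom.

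In its summary the paper states that the knockdown acted against chemotaxis, without naming a comparison there, and of 13 chemokines and receptors 4 were higher and 1 lower in HaCaT_sh+cyto than in HaCaT_ctrl+cyto. It reports inhibition of death receptor signalling, and its table of terms lists apoptotic signalling by death domain receptors for HaCaT_ctrl+cyto alone. Of 24 genes 2 were higher in HaCaT_sh+cyto than in HaCaT_ctrl+cyto, TNFSF10 and the decoy receptor TNFRSF10D, and the other 22 did not pass (the higher count was 1 without HaCaT_ctrl+cyto replicate 2). Since these are a ligand and a decoy receptor, the count gives no direction of the signalling. In its discussion the paper names MAPK activation and NF-kB transcription factor activity as more activated in the knockdown cells, while it reports less phosphorylated p65 with cytokines by Western blot, and its table of terms lists the p38 cascade for HaCaT_ctrl+cyto alone. edgeR called 0 of 34 NF-kB targets, with 5 higher and 3 lower at an unadjusted p under 0.05, and edgeR's likelihood ratio test, its exact test, DESeq2 and limma-voom called 0 too. edgeR called 0 of 26 genes of p38 and JNK, with 3 higher and 6 lower at an unadjusted p under 0.05, and 1 by edgeR's likelihood ratio test, 1 by its exact test, 1 by DESeq2 and 0 by limma-voom. For these counts, 1 without HaCaT_ctrl+cyto replicate 1 was higher among the NF-kB targets, and in the other list 1 without HaCaT_ctrl+cyto replicate 1 was higher and 1 without HaCaT_sh+cyto replicate 3 lower, and by library size alone 1 lower. The paper's terms rest on its own called genes, and these counts on lists written here. Its result for phosphorylated p65 rests on Western blot, by which it also reports p38 and NF-kB activation from the knockdown itself.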

Other observations

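The tests of other cell types, of reads shared with IQGAP1, of depth and of chromosome medians in this part were chosen after the result was seen. Some of the genes that answer type I interferons and of the genes of nitric oxide synthesis rose with the cytokine mix in both lines, and several desmosome genes rose in HaCaT_sh. With cytokines 16 of 29 type I interferon genes were higher and 2 lower in HaCaT_sh (16 and 2 adjusted over the list alone; by library size alone 4 lower; camera adjusted p = 2.41e-04, and adjusted p = 0.592 with an estimated correlation), among them the antiviral RSAD2 (3.62, adjusted p = 3.28e-10) and IFI27 (4.58, adjusted p = 1.59e-09), and the lower count was 4 without HaCaT_sh+cyto replicate 3. In HaCaT_sh+cyto against HaCaT_ctrl+cyto 3 of 30 were higher and the other 27 did not pass (3 higher and 1 lower adjusted over the list alone), OASL, HERC6 (1.06, adjusted p = 7.42e-04) and XAF1, a binder of an apoptosis inhibitor (1.15, adjusted p = 7.42e-04). That count was 5 without HaCaT_sh+cyto replicate 2, and the calls ended for HERC6 (0.97, adjusted p = 0.00231, without HaCaT_sh+cyto replicate 3). In nitric oxide synthesis, 6 of 10 genes rose and 1 fell in HaCaT_ctrl (6 and 1 adjusted over the list alone), and 5 of 10 rose and 1 fell in HaCaT_sh (5 and 1 adjusted over the list alone; by library size alone 3 higher). The arginase ARG2 had a log2 fold change of 4.21, adjusted p = 8.32e-09 and 3.03, adjusted p = 2.49e-07, the synthase NOS1 had 2.47, adjusted p = 1.12e-06 in HaCaT_ctrl, and DDAH2, which breaks down an inhibitor of the synthases, had -2.43, adjusted p = 6.74e-08 and -1.68, adjusted p = 1.81e-06. Of 11 desmosome genes, 4 rose in HaCaT_sh and the other 7 did not pass (4 adjusted over the list alone), the cadherins DSG3 (1.84, adjusted p = 1.85e-09) and DSC2 (1.39, adjusted p = 2.76e-08), desmoplakin DSP (1.32, adjusted p = 1.29e-08) and plakoglobin JUP (1.19, adjusted p = 1.13e-07). In HaCaT_ctrl 1 rose, DSG3 (1.38, adjusted p = 4.24e-07), and 1 fell, DSG4 (-2.29, adjusted p = 6.19e-09; 1 and 1 adjusted over the list alone; by library size alone 2 lower). For the difference of the responses 1 of 11 desmosome genes was higher, DSG4 (1 adjusted over the list alone), and the list lay above other genes (camera adjusted p = 1.47e-05, and adjusted p = 0.270 with an estimated correlation), and 2 without HaCaT_ctrl+cyto replicate 1 were higher. Basal keratinocyte genes rose in 4 of 18 and fell in 5 in HaCaT_ctrl (4 and 5 adjusted over the list alone) and rose in 6 and fell in 3 in HaCaT_sh (6 and 3 adjusted over the list alone; by library size alone 3 higher), with the laminin LAMA3 at 4.32, adjusted p = 4.89e-09 and 4.41, adjusted p = 2.91e-11 and caveolin CAV1 at -2.41, adjusted p = 3.57e-08 in HaCaT_ctrl. Of the basal genes 2 of 18 were higher in HaCaT_sh+cyto than in HaCaT_ctrl+cyto, the keratins KRT5 (1.05, adjusted p = 7.21e-05) and KRT15 (1.08, adjusted p = 0.00740), which may share reads with their paralogs, and the other 16 did not pass (2 adjusted over the list alone; camera adjusted p = 0.00322, and adjusted p = 0.325 with an estimated correlation). That count was 0 by library size alone, 0 without HaCaT_sh+cyto replicate 3 and 1 without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicate 1, with KRT5 (0.99, adjusted p = 2.10e-04, without HaCaT_sh+cyto replicate 3) and KRT15 (0.90 to 1.11, adjusted p = 0.0209 to 0.0398, without HaCaT_ctrl+cyto replicates 2 or 3 or HaCaT_sh+cyto replicates 1 or 3). The interaction was higher for 1 of 18, CAV1 (1.15, adjusted p = 1.10e-04; 1 adjusted over the list alone; camera adjusted p = 0.00666, and adjusted p = 0.270 with an estimated correlation), and for 2 without HaCaT_ctrl+cyto replicate 1.

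S100 proteins went both ways with cytokines, with 2 of 13 higher and 5 lower in HaCaT_ctrl (2 and 5 adjusted over the list alone; by library size alone 1 higher; 1 without HaCaT_ctrl+cyto replicate 1 for the higher) and 2 of 13 higher and 4 lower in HaCaT_sh (2 and 4 adjusted over the list alone). S100A6 had -2.41, adjusted p = 5.32e-09 and -2.27, adjusted p = 1.57e-08, S100A4 had -3.08, adjusted p = 8.03e-09 in HaCaT_ctrl, and S100A16 had 1.56, adjusted p = 3.68e-09 in HaCaT_sh. Genes of PI3K and AKT rose in 4 of 20 and fell in 1 in HaCaT_ctrl (4 and 1 adjusted over the list alone; by library size alone 2 higher) and rose in 3 and fell in 1 in HaCaT_sh (3 and 1 adjusted over the list alone; by library size alone 1 higher), with PIK3R3 at -3.22, adjusted p = 1.51e-08 and -2.22, adjusted p = 7.30e-09 and PIK3CD, a catalytic subunit, at 1.76, adjusted p = 1.20e-07 in HaCaT_ctrl, and the medians of 0.20 and 0.18 turned to -0.01 and -0.03 by library size alone. In cholesterol synthesis and uptake, 4 of 25 genes fell and 1 rose in HaCaT_ctrl (4 and 1 adjusted over the list alone; 2 without HaCaT_ctrl replicate 3 rose), and 3 fell and 1 rose in HaCaT_sh (3 and 1 adjusted over the list alone; by library size alone 0 higher and 5 lower; 0 without HaCaT_sh+cyto replicate 3 and 2 without HaCaT_sh replicate 3 or HaCaT_sh+cyto replicates 1 or 2 rose). Mevalonate kinase, MVK, had -1.50, adjusted p = 2.49e-07 and -1.85, adjusted p = 1.74e-07. Among genes of calcium channels and transport 4 of 23 rose and 4 fell in HaCaT_ctrl (4 and 4 adjusted over the list alone), and 3 of 21 rose and 3 fell in HaCaT_sh (3 and 3 adjusted over the list alone), with the release channel ITPR3 at 2.24, adjusted p = 2.94e-09 and 1.70, adjusted p = 1.79e-08 and the entry channel ORAI3 at -2.50, adjusted p = 1.25e-07 and -2.94, adjusted p = 1.53e-07. The responses of the receptors TLR4 (2.50, adjusted p = 9.44e-05) and TLR1 (2.62, adjusted p = 0.00103) differed between the lines, as 2 of 21 genes of Toll-like receptor signalling that were higher, and the other 19 did not pass (2 adjusted over the list alone). Without cytokines, 3 of 25 p53 targets were higher in HaCaT_sh and 2 lower (3 and 2 adjusted over the list alone), among them BBC3, which promotes apoptosis (1.35, adjusted p = 1.25e-07), and the oxidoreductase TP53I3 (-1.69, adjusted p = 5.25e-08). CBLC, which marks receptors for breakdown, was higher (1.22, adjusted p = 2.44e-09) and 1 other gene lower among 24 of the EGFR family, its ligands and adaptors (1 and 1 adjusted over the list alone), and IL17RD was the 1 of 11 receptors of the added cytokines that was higher (1.87, adjusted p = 2.65e-04; 1 adjusted over the list alone).

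Of 42 markers of cells that a keratinocyte culture or its virus preparation could hold, 10 passed the count filter without cytokines and 5 with cytokines, and their median log2 fold changes between the lines were -0.36 and 0.51. Of the listed markers 7 are also in another list here, 9 had a mean over 1 CPM across the 12 libraries, led by GATA3 at 120 CPM, and no sort or gate is described. Counts of a whole culture do not show which cells express a marker, so GATA3 may come from the keratinocytes themselves. The paper filtered the supernatant with the virus and selected the cells on puromycin for stable clones, steps that would remove packaging cells and cells without the vector. Without cytokines the markers went both ways, from -4.44 to 2.33. With cytokines they lay from -0.13 to 5.02, with 1 kidney and 1 fibroblast marker higher in HaCaT_sh+cyto and 0 lower. The fibroblast marker was not called without HaCaT_ctrl+cyto replicate 2. Since the markers are few and differed between the states, cells of another type in 1 line's libraries cannot be told apart from the lines' own differences. Of 3 tested fibroblast markers, 2 were lower in HaCaT_sh (2 adjusted over the list alone), DCN and lumican, LUM (-1.32, adjusted p = 3.94e-05), and 3 and 3 of 3 fell with cytokines in HaCaT_ctrl and HaCaT_sh (3 and 3 adjusted over the list alone), as part of the fall of extracellular matrix genes, whose list holds all 3, with collagen COL1A1 at -2.52, adjusted p = 9.15e-07 and -1.24, adjusted p = 1.89e-06. The tested leukocyte marker, LAPTM5, had -0.14 between the unstimulated lines, adjusted p = 0.600 in edgeR, and edgeR called it lower with cytokines in both lines, where the stimulated libraries are near the floor and no fold is given. Among 3 melanocyte markers, KIT was lower (-4.44, adjusted p = 5.52e-10) and MITF higher (1.05, adjusted p = 1.50e-08) in HaCaT_sh (1 and 1 adjusted over the list alone; by library size alone 0 higher), and 2 of 3 and 2 of 2 fell with cytokines in HaCaT_ctrl and HaCaT_sh (2 and 2 adjusted over the list alone). NEFL was the 1 of 3 kidney markers of the packaging cells that was higher in HaCaT_sh (2.33, adjusted p = 1.25e-08; 1 adjusted over the list alone), and with cytokines 2 of 3 fell in HaCaT_ctrl (2 adjusted over the list alone), with GATA3 at -1.50, adjusted p = 4.00e-08. The reference genes of the qPCR, GAPDH, GUSB and B2M, stayed under the 2-fold threshold between the unstimulated lines, with GAPDH at 0.20, adjusted p = 0.00174 and GUSB at 0.27, adjusted p = 0.00330, and with cytokines, with B2M at 0.84, adjusted p = 4.18e-06 in HaCaT_ctrl and 0.97, adjusted p = 1.84e-06 in HaCaT_sh, where leaving out 1 library made a call of B2M (1.01 to 1.03, adjusted p = 1.24e-05 to 2.73e-05, without HaCaT_sh replicates 2 or 3). edgeR called 0 of the 3 in each of these, with 2, 1 and 1 higher and 0, 0 and 2 lower at an unadjusted p under 0.05 (unstimulated lines, HaCaT_ctrl and HaCaT_sh), and edgeR's likelihood ratio and exact tests, DESeq2 and limma-voom called 0 too, while 1 without HaCaT_sh replicates 2 or 3 was called in HaCaT_sh. In the IQGAP family IQGAP2 did not pass the count filter, and IQGAP1 had -0.19 (standard error 0.0578, adjusted p = 0.0113) with cytokines in HaCaT_sh and -0.44 (standard error 0.11, adjusted p = 0.0179) between the stimulated lines.

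The log2 fold change of IQGAP1 between the unstimulated lines, -0.10, had the opposite sign to that of IQGAP3, which argues against reads shared between the paralogs as the source of the increase in IQGAP3. The sums of counts of the 2 lines differed 1.01 times, which argues against depth as the source of the differences between the lines.

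Between the lines, the medians of the log2 fold changes differed by chromosome, and alike in both states. They cover the 12063 genes that were tested in both comparisons and located on 1 of 23 chromosomes. On chromosome 7 the median over 598 genes was -0.29 and -0.28 without and with cytokines, where 80.1% and 82.4% of the genes lay below 0. Chromosome 10 had -0.25 and -0.30 and chromosome 13 -0.18 and -0.18, and chromosome 14 had 0.24 and 0.25 and chromosome 19 0.20 and 0.20. Over 23 chromosomes the medians correlated between the states, which share no library, with Pearson's r = 0.985 and a Spearman correlation of 0.986, and their SD was 0.133 and 0.141. In 1000 permutations of the genes over chromosomes the SD was at most 0.0442 and 0.0380 (permutation p = 9.99e-04 for each, the smallest they can give). These chromosomes were chosen after their values were seen.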
